# ER-positive breast cancer cells are poised for RET-mediated endocrine resistance

**DOI:** 10.1371/journal.pone.0194023

**Published:** 2018-04-02

**Authors:** Sachi Horibata, Edward J. Rice, Chinatsu Mukai, Brooke A. Marks, Kelly Sams, Hui Zheng, Lynne J. Anguish, Scott A. Coonrod, Charles G. Danko

## Abstract

The RET tyrosine kinase signaling pathway is involved in the development of endocrine resistant ER+ breast cancer. However, we know little about how ER+ cells activate RET signaling and initiate an endocrine resistant phenotype. Here we show that both ER+ endocrine resistant and sensitive breast cancers have a functional RET tyrosine kinase signaling pathway, but that endocrine sensitive breast cancer cells lack RET ligands that are necessary to drive endocrine resistance. Transcription of one RET ligand, GDNF, is necessary and sufficient to confer resistance in the ER+ MCF-7 cell line. Endogenous GDNF produced by endocrine resistant cells is translated, secreted into the media, and activates RET signaling in nearby cells. In patients, RET ligand expression predicts responsiveness to endocrine therapies and correlates with survival. Collectively, our findings show that ER+ tumor cells are “poised” for RET mediated endocrine resistance, expressing all components of the RET signaling pathway, but endocrine sensitive cells lack high expression of RET ligands that are necessary to initiate the resistance phenotype.

## Introduction

Estrogen receptor alpha (ERα) is the major driver of ~75% of all breast cancers. Current therapies for patients ith ER+ breast cancer are largely aimed at blocking the ERα signaling pathway. For example, tamoxifen blocks ERα function by competitively inhibiting E2/ERα interactions [1] and fulvestrant promotes ubiquitin-mediated degradation of ERα [2]. Endocrine therapies are estimated to have reduced breast cancer mortality by 25–30% [3]. However, despite the widespread success of endocrine therapies, approximately 40–50% of breast cancer patients will either present with endocrine-resistant breast cancer at the time of diagnosis or progress into endocrine-resistant disease during the course of treatment [4]. Thus, there remains an urgent need to further elucidate the mechanism of endocrine resistance.

Numerous studies have now identified growth factor-stimulated signaling “escape” pathways that may provide mechanisms for cell growth and survival that are independent of E2. Foremost among these, the RET tyrosine kinase signaling pathway has been associated with endocrine resistance in both cell culture models as well as in primary tissues [5–8]. These studies have led to effective new biomarkers based on the downstream targets of RET signaling [6]. However, resistance by the RET signaling pathway has proven complex, relying in some cases on a functional ERα to drive resistance in aromatase inhibitor models [6]. Furthermore, genetic alterations in RET or its co-receptor, GFRA1, do not appear to be common in clinical cases, suggesting that additional factors are involved. A better understanding of the transcriptional targets of RET-mediated signaling pathways as well as understanding how these pathways crosstalk with ERα signaling will likely aid in the development of new predictive biomarkers and new targets for therapeutic intervention.

Here, we used Precision Run-On and Sequencing (PRO-seq) to comprehensively map RNA polymerase in tamoxifen-sensitive (TamS) and resistant (TamR) MCF-7 cells [9]. This approach is highly sensitive to immediate and transient transcriptional responses to stimuli, allowing the discovery of target genes within minutes of activation [10–14]. Moreover, active transcriptional regulatory elements (TREs) can be detected by this method, including both promoters and distal enhancers, as these elements display distinctive patterns of transcription that can aid in their identification [15–20]. Among the 527 genes and 1,452 TREs that differ in TamS and TamR MCF-7 cells, we identified glial cell line-derived neurotrophic factor (GDNF), a ligand of RET tyrosine kinase receptor, to be upregulated in TamR MCF-7 cells. Remarkably, we found that all of the proteins necessary to drive endocrine resistance through RET receptor signaling are expressed in TamS MCF-7 cells, with the exception of a single limiting protein, GDNF or any of the other RET ligands (GDNF, NRTN, ARTN, or PSPN). To test this model, we manipulated GDNF expression in MCF-7 cells and found that high GDNF expression is both necessary and sufficient for tamoxifen resistance in our MCF-7 cell model. Several lines of evidence suggest that RET ligands are the limiting reagent in clinical samples as well, including ample expression of RET and its co-receptors, but limiting expression of GDNF and the other RET ligands in primary tumors. Additionally, RET ligand expression is predictive of responsiveness to endocrine therapies in breast cancer patients. Taken together, our studies support a model in which tamoxifen sensitive and resistant cells are ‘poised’ for RET-mediated endocrine resistance by expressing RET and its co-receptor, but are limited by the abundance of RET ligands to drive a resistant phenotype.

## Results

### Transcriptional differences between endocrine sensitive and resistant MCF-7 cells

Although MCF-7 cells are ER+ and usually require E2 for growth and proliferation, a subset of the heterogeneous MCF-7 cell population continues to grow in the presence of anti-estrogens such as tamoxifen [9,21]. We hypothesized that the resistant cells display a unique transcriptional program which can be used to identify factors that play a causative role in tamoxifen resistance. We used PRO-seq to map the location and orientation of RNA polymerase in two tamoxifen sensitive (TamS) and two *de novo* resistant (TamR) MCF-7 cell lines that were clonally derived from parental MCF-7 cells [9]. Consistent with the Gonzalez-Malerva study, we found that the TamS lines (TamS; B7^TamS^ and C11^TamS^) were sensitive to as little as 1 nM of tamoxifen, while the TamR lines (TamR; G11^TamR^ and H9^TamR^) were not affected at concentrations as high as 100 nM (Fig 1A). PRO-seq libraries were prepared from all four cell lines (Fig 1B), as previously described [22,23], and sequenced to a combined depth of 87 million uniquely mapped reads (S1 Table). 

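MCF-7 is an established ER+ human breast cancer cell line that needs estrogen for growth, and the 4 lines compared here are clones of it: B7 and C11 are sensitive to tamoxifen (TamS), and G11 and H9 are resistant (TamR). PRO-seq labels the 3′ ends of RNA that RNA polymerase is synthesizing in isolated nuclei, so each read marks 1 polymerase. The untreated libraries hold 21314970 uniquely mapped reads in B7, 20333086 in C11, 22161480 in G11 and 23454417 in H9, as the paper's S1 Table gives them, or 87263953 in total. The paper mapped the reads with BWA to the human genome (hg19) together with a copy of the ribosomal RNA transcription unit and kept the base at the 3′ end of each nascent RNA. The data used below are the authors' TRE lists, made by calling TREs with dREG on combined libraries and refining their coordinates with dREG-HD. Each list gives the chromosome, start and end of a TRE, with no score, height or read count. There are 2 lists, one of them named for GDNF, and the passages use the other unless they name the GDNF list. According to the methods, all 4 lines were combined before calling, and which libraries each list holds is not given in the sources used here. Each list is a single call set with no replicates, so no difference between TamS and TamR can be computed from it, and the read counts per line were not used here. TREs were counted, placed on the GENCODE 44 annotation lifted to hg19, and set against genes. The width of the flank around a gene (10 kb here), the distance to a start site that counts as a promoter (1 kb) and the transcripts taken from the annotation are choices that change the counts.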

We quantified the similarity of transcription in the MCF-7 cell subclones by comparing the Pol II abundance in annotated gene bodies. Unbiased hierarchical clustering grouped B7^TamS^ and C11^TamS^ TamS lines into a cluster and left G11^TamR^ and H9^TamR^ TamR lines as more distantly related outgroups (Fig 1C). Although TamR cells clustered independently, all four MCF-7 clones are nevertheless remarkably highly correlated (Spearman’s Rho > 0.95), suggesting that relatively few transcriptional changes are necessary to produce the tamoxifen resistance phenotype.

**Fig 1:**
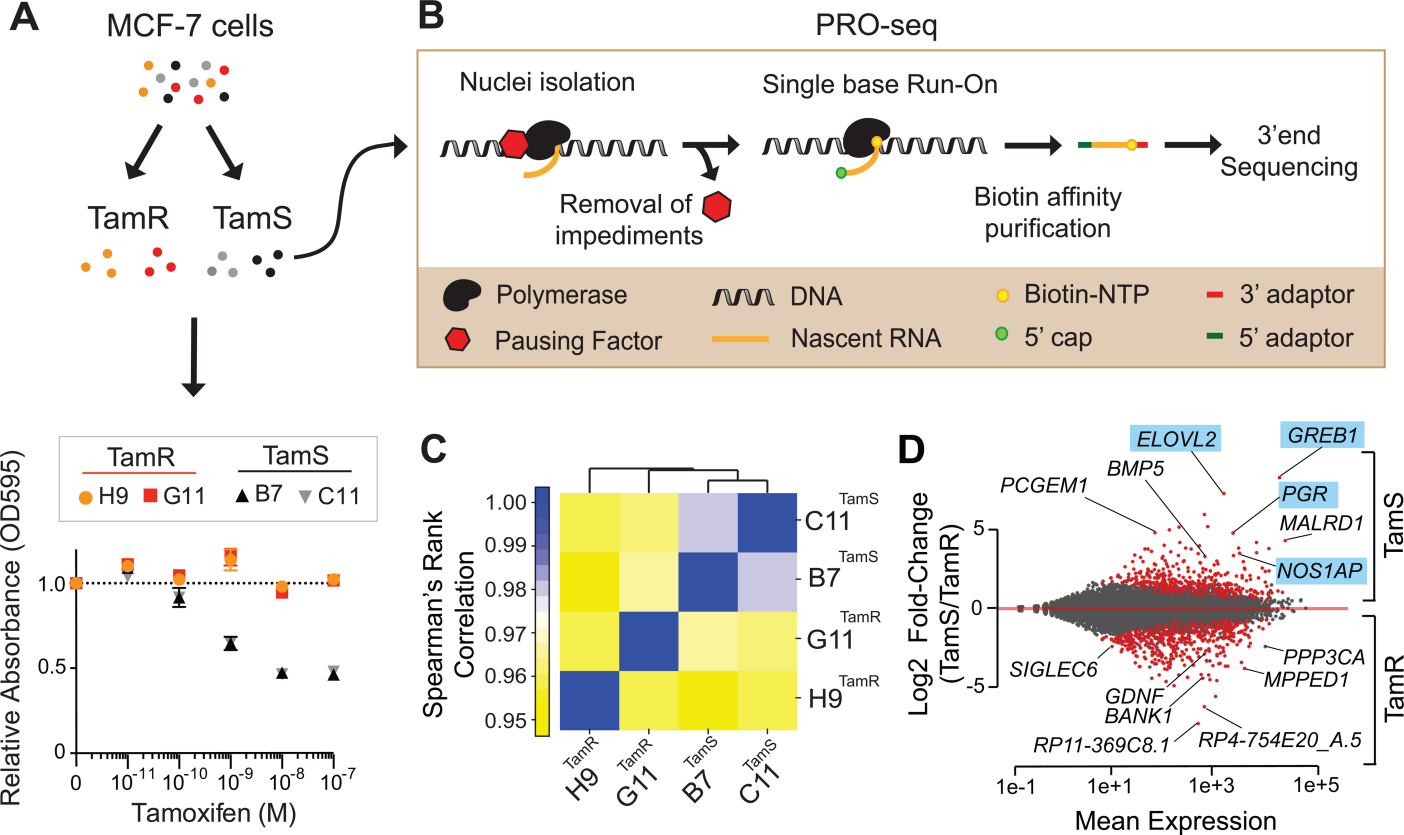
PRO-seq provides a genome-wide location of active RNA polymerase. (**a**) Cell viability of tamoxifen sensitive (TamS; B7^TamS^ and C11^TamS^) and resistant (TamR; G11^TamR^ and H9^TamR^) MCF-7 cells upon treatment with 0 (vehicle; EtOH), 10^−11^, 10^−10^, 10^−9^, 10^−8^, or 10^−7^ M of tamoxifen for 4 days. Data are represented as mean ± SEM (n = 3). (**b**) Experimental setup for PRO-seq. PRO-seq libraries were prepared from all four cell lines grown in the absence of tamoxifen for 3 days. (**c**) Spearman’s rank correlation of RNA polymerase abundance in the gene bodies (+1000 bp to the annotation end) of TamS and TamR cell lines. (**d**) MA plot showing significantly changed genes (red) that are higher in TamS (top) or TamR (bottom) MCF-7 lines. Genes highlighted in the plots which are ERα targets are highlighted in blue.

We identified 527 genes that are differentially transcribed between TamS and TamR MCF-7 cells (1% FDR, DESeq2 [24]), 341 of which were transcribed more highly in TamS and 186 more highly in TamR cell lines (Fig 1D). Several of the differentially transcribed genes, including, for example, *PGR*, *GREB1*, and *GDNF*, were identified in other models of endocrine resistance [6,7,25–28], supporting our hypothesis that transcriptional changes in the MCF-7 model are informative about endocrine resistance.

### ER target genes are uniquely expressed in tamoxifen-sensitive MCF-7 cells

To confirm that transcriptional changes detected using PRO-seq lead to differences in mRNA abundance, we validated transcriptional changes in *PGR* (Fig 2A) and *GREB1* (Fig 2B) between the B7^TamS^ and G11^TamR^ MCF-7 cells using qPCR (Fig 2C and 2D). Many of the differentially transcribed genes are targets of ERα signaling, including *PGR*, *GREB1*, *NOS1AP*, and *ELOVL2*, (Fig 1D) suggesting that changes between TamR and TamS MCF-7 cells can be explained in part by differences in the genomic actions of ERα. To test for an enrichment of ERα target genes, we used an independent GRO-seq dataset [10] to investigate whether immediate transcriptional changes following E2 treatment are correlated with genome-wide changes in TamS and TamR MCF-7 cells. We found that genes up-regulated by 40 minutes of E2 treatment tend to be transcribed more highly in TamS MCF-7 cells, and genes down-regulated by E2 are more highly transcribed in TamR cell lines (Fig 2E). Thus, our data demonstrate global changes in the genomic actions of ERα in tamoxifen resistance in this MCF-7 model system.

**Fig 2:**
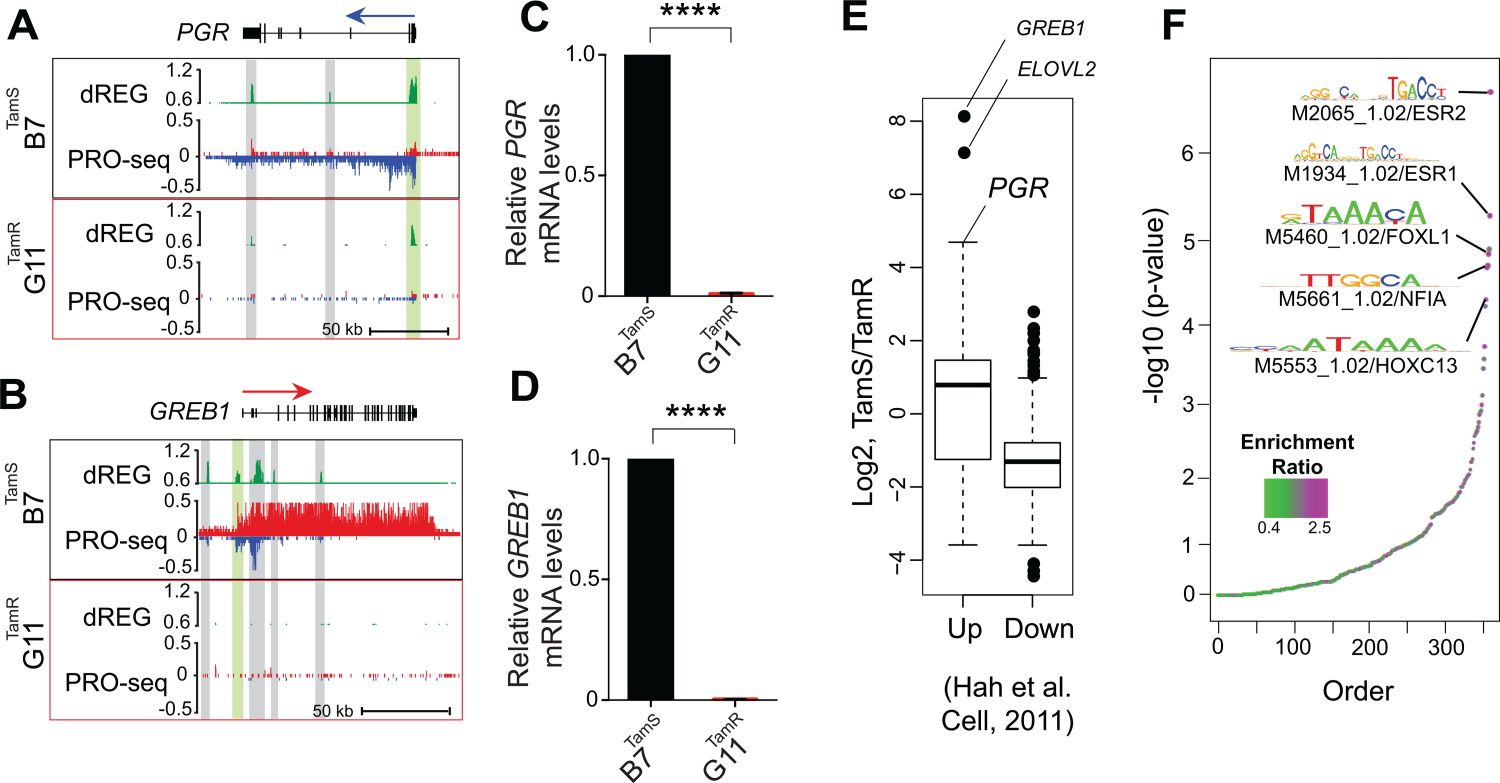
ER target genes are uniquely expressed in TamS cells. (**a-b**) Transcription near the *PGR* (**a**) and *GREB1* (**b**) loci in B7^TamS^ and G11^TamR^ cells. PRO-seq densities on the sense and anti-sense strand are shown in red and blue, respectively. dREG scores are shown in green. Enhancers and promoters are shown in grey and light green shading, respectively. Arrows indicate the direction of gene annotations. (**c-d**) *PGR* (**c**) and *GREB1* (**d**) mRNA expression levels in B7^TamS^ and G11^TamR^ cells. Data are represented as mean ± SEM (n = 3 for *PGR*; n = 4 for *GREB1*). **** p < 0.0001. G11^TamR^ is normalized to B7^TamS^. (**e**) Boxplots represent fold-change between TamS and TamR of genes that are either up- or down-regulated following 40 minutes of estrogen (E2) in Hah et. al. (2011). Spearman's Rho = 0.185, p < 2.2e-16. (**f**) Motifs enriched in TREs that have different amounts of RNA polymerase between TamS and TamR cells compared with TREs that have consistent levels.

### Distal enhancer activities correlate with tamoxifen resistance

To elucidate the mechanisms responsible for changes in gene transcription during the development of tamoxifen resistance, we sought to discover the location of promoters and active distal enhancers, collectively called transcriptional regulatory elements (TREs). Nascent transcription is a sensitive way to identify groups of active enhancers [16–19], and results in enhancer predictions that are highly similar to the canonical active enhancer mark, acetylation of histone 3 at lysine 27 (H3K27ac) [17,18,29]. 

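In the list without GDNF, promoter TREs were frequent at genes of luminal epithelium and ER targets, as at housekeeping genes, and rarer at genes of several other tissues. The methods say that all 4 lines were combined for calling TREs, but which libraries this list holds is not given. Every 1 of 21 genes of luminal epithelium had a TRE within 1 kb of an annotated transcription start site, among them *ESR1*, which encodes ERα, with 12 TREs in the gene and its 10 kb flanks, the apoptosis inhibitor *BCL2* with 9, the transcription factor *TFAP2A* with 7 and the keratin *KRT8* with 6. Of 34 ER target genes, 33 had a promoter TRE, led by *GREB1* and *NOS1AP* with 7 TREs each and *CELSR2* and *SLC9A3R1* with 6 each, and only *AREG* had none. All 30 housekeeping genes (*ACTB*, *PGK1* and *UBC* with 4 TREs each, *CHMP2A* with 3), 29 of 30 immediate early genes (*JUNB* and *NR4A1* with 5 TREs each, *CTGF* with none) and 18 of 19 genes of ERK feedback (*SPRED2* with 10 TREs, *ETV4* with none) had one too, as did 23 of 25 genes of RET signaling, such as *HRAS*, *MTOR* and *SHC1* with 4 TREs each, but not *DOK5*. Promoter TREs were rarer at genes of other tissues: 3 of 15 fibroblast genes (*COL1A1*, *TWIST1* and *ZEB1*, but not *COL3A1* or *DCN*), 3 of 19 immune genes (*CD68* and *CD14* among them, but not *CD3D* or *CSF1R*) and 3 of 16 liver genes (*CYP2E1*, *F2* and *SERPINA1*, but not *ALB* or *APOB*).
Among all 20163 protein-coding genes, 64.5% had a promoter TRE (95% Wilson interval 63.8% to 65.1%). Against the other protein-coding genes, two-sided Fisher's exact tests over genes gave an adjusted p of 9.79e-05 for ER targets, 4.00e-04 for luminal epithelium, 4.27e-05 for housekeeping genes, 2.42e-04 for immediate early genes, 0.00626 for ERK feedback and 0.00553 for RET signaling, all higher. The same exact test gave 0.00128 for fibroblast, 9.79e-05 for immune and 6.46e-04 for liver genes, all lower, but in the GDNF list the fibroblast genes did not pass (33.3%, adjusted p = 0.0512 by the same exact test). The shares for 18 genes of basal epithelium (55.6%, adjusted p = 0.619 by the same exact test) and 16 neuronal genes (43.8%, adjusted p = 0.183 by the same exact test) did not pass. *KRT5* and *KRT17*, keratins of basal cells, had no TRE, whereas *MYLK* had 7, and *CDH3*, which encodes P-cadherin, and *TP63* had 5 each. *TP63* had no promoter TRE. The flank of *CDH3* reaches past the start of its luminal neighbor *CDH1*, so its count can include a TRE of *CDH1*. Likewise *KRT8* and its flank cover *KRT18*, also on the luminal list, so the count of *KRT8* can include TREs of *KRT18*. The ER targets include *GREB1*, *NOS1AP*, *PGR* and *ELOVL2*, which the study picked from libraries of the same lines, so their counts are not independent evidence. Genes are not replicates, and these tests describe the list.
The list holds 24787 TREs with a median width of 752 bp (quartiles 523 and 888 bp), covering 17.7 Mb of chromosomes 1 to 22, X and Y. Of these TREs, 14861 (60.0%, 95% Wilson interval 59.3% to 60.6%) lay within 1 kb of an annotated start site and had a median width of 810 bp, and the other 9926 were distal, with a median of 545 bp. After each TRE was moved 10 kb along its chromosome, 18.4% lay that close to a start site. The interval covers counting error only.

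**Figure D1:**
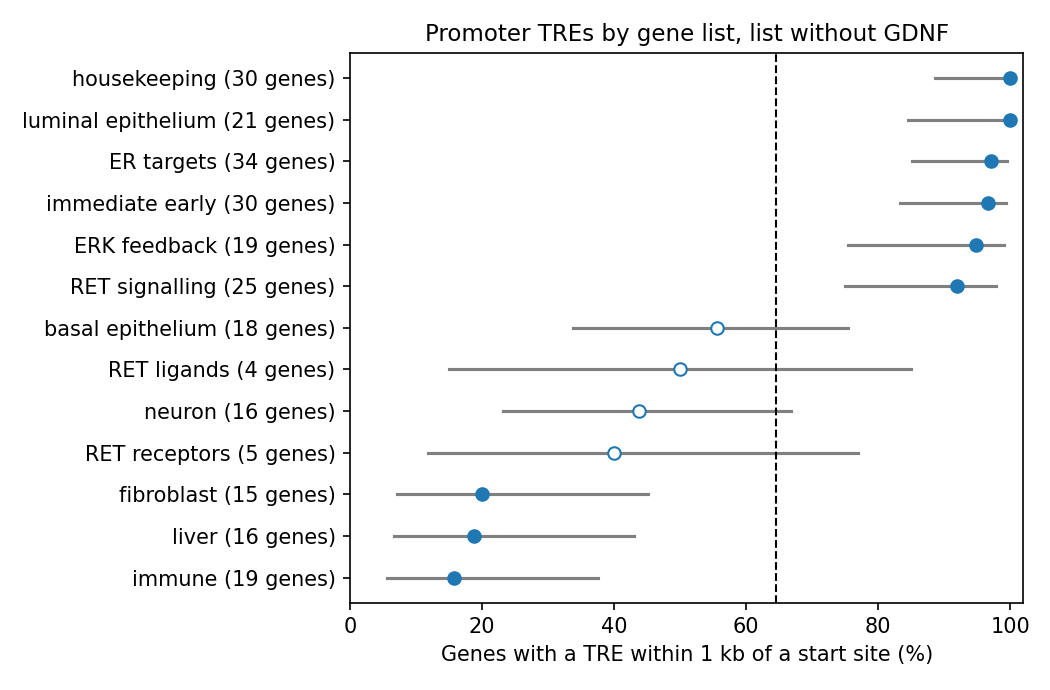
Percent of the genes of each list with a TRE within 1 kb of an annotated transcription start site (x axis), by gene list (y axis, with the number of genes), in the list without GDNF. Points are shares, filled where the adjusted p of Fisher's exact test is under 0.05, lines are 95% Wilson intervals, and the dashed line is the share of all protein-coding genes (64.5%); luminal and housekeeping genes sit at 100% and immune genes at 15.8%.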

We used our dREG software package [18] followed by a peak refinement that identifies the regions between divergent paused RNA polymerase [30] to identify 39,753 TREs that were active in either the TamS or TamR MCF-7 lines. TREs discovered using dREG were highly enriched for other active enhancer and promoter marks in MCF-7 cells, especially H3K27ac (S1A Fig), as expected based on prior studies [16–18,29]. 

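*CCND1* encodes cyclin D1, which drives entry into S phase, and lies on the plus strand of chromosome 11 of hg19 from 69455924 to 69469242. The list holds 4 TREs in the gene and its 10 kb flanks, more than at 91.8% of protein-coding genes. One covers the start site (69455420 to 69456261). Another runs from exon 2 into intron 2 (69457853 to 69458408), 72 bp from a further annotated start site of the gene. Another lies 1.8 kb before the gene (69452901 to 69454092) and the last begins 523 bp past its end (69469766 to 69470375). Farther downstream, a TRE of 786 bp lies 20.6 kb past the gene's end (69489793 to 69490578). The next one in that direction begins 425.4 kb past the end (69894653 to 69895258), inside the gene *ANO1*, which was named after its position was seen. The enhancer that the paper tested in luciferase assays lies much farther downstream than 20.6 kb (S1C Fig). The list holds no TRE in the stretch from 200 to 400 kb past the end, where that enhancer lies. None of the TREs given here can therefore be taken as that enhancer. Upstream, beyond the flank, TREs lie 100.6 kb (368 bp wide), 116.1 kb (962 bp), 125.2 kb (930 bp), 160.8 kb (573 bp) and 198.1 kb (245 bp) before the gene. The list gives positions only, so the amount of RNA polymerase at each in TamS and TamR cells is not given here.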

As an example, we selected a transcribed enhancer downstream of the *CCND1* gene for experimental validation using luciferase reporter gene assays, and confirmed luciferase activity in both B7^TamS^ and G11^TamR^ MCF-7 cells (S1B and S1C Fig).

We used the abundance of RNA polymerase recruited to each TRE as a proxy for its transcriptional activity in each MCF-7 subclone to identify differences in 1,452 TREs (812 increased and 640 decreased) (1% FDR, DESeq2) between TamS and TamR MCF-7 cells. 

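Among the genes that Fig 1D labels and the annotation holds, TREs lay near most. Of the 8 genes higher in TamS lines, *MALRD1* had 10 TREs in the gene and its 10 kb flanks, *GREB1* and *NOS1AP* 7 each, *PGR* 3, and *ELOVL2*, an elongase of long-chain fatty acids, *BMP5*, a bone morphogenetic protein, and *GFRA1*, the GDNF co-receptor that the text reports as higher, 2 each. The noncoding gene *PCGEM1* had none. Those numbers exceed the TREs at 99.7% of protein-coding genes for *MALRD1*, 99.0% for *NOS1AP* and 59.7% for *ELOVL2*. Because long genes hold more TREs, they were also set against protein-coding genes of the same length decile, of which 97.8% had fewer than *MALRD1*, 94.2% fewer than *NOS1AP* and 57.2% fewer than *ELOVL2*. The TREs of *MALRD1* were all distal, in introns and 1 exon, and none lay within 1 kb of its start sites, whereas *NOS1AP*, *ELOVL2* and *BMP5* each had a promoter TRE. Of the 5 genes higher in TamR lines, *BANK1*, which encodes a B cell scaffold protein, had 8 TREs, of which 7 were distal, *PPP3CA*, a calcineurin subunit, had 3, *GDNF* 3, *MPPED1* 1 and *SIGLEC6* none. *BANK1* and *PPP3CA* are neighbors on chromosome 4, with 63 kb between them. The share of genes with a promoter TRE was 75% (6 of 8) for those higher in TamS and 60% (3 of 5) for those higher in TamR, and neither passed against the other protein-coding genes (adjusted p = 0.823 and 1 by two-sided Fisher's exact tests), for which lists of 8 and 5 genes are small. These genes were chosen by the study from libraries of the same lines, so their counts are not independent evidence. The list does not say which of these TREs differ between the groups.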

Differentially transcribed TREs were frequently located near differentially expressed genes and undergo correlated transcriptional changes between the four MCF-7 subclones. 

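*GREB1* encodes an ERα cofactor and spans 160448 bp of chromosome 2 of hg19 (11622467 to 11782914, plus strand). Its 7 TREs outnumber those of 99.0% of protein-coding genes and of 97.9% of genes in its length decile. One of 1428 bp lies 471 bp from the gene's most upstream start site (11622938 to 11624365), and another covers a start site 8.6 kb into intron 1 of the canonical transcript (11682315 to 11683127). Between them are distal TREs 35.3 kb (11638252 to 11639491), 28.3 kb (11645649 to 11646128), 21.1 kb (11652829 to 11653350) and 2.2 kb (11671720 to 11672213) upstream of the canonical start site at 11674171, and a TRE of 24 bp lies before the gene. The TRE 21.1 kb upstream holds an estrogen response element with no mismatch to its palindrome, GGTCAAAATGACC (11653036 to 11653048). The TRE 35.3 kb upstream holds 1 with a single mismatch, GGGCACACTGACC (11638855 to 11638867). *PGR* encodes the progesterone receptor and lies on the minus strand of chromosome 11 from 100900355 to 101000544. Its start site falls in a TRE of 1195 bp (100999590 to 101000784). The other TREs of *PGR* are distal, at 49.7 kb into the gene in intron 3 (100950664 to 100951051) and at 95.6 kb in the untranslated part of exon 8 (100904684 to 100905228). The TRE in exon 8 holds an estrogen response element with 1 mismatch, GGTCAGCATGACA (100904942 to 100904954). With 3 TREs, *PGR* exceeds 81.0% of protein-coding genes and 76.2% of those of its length. From the changes of RNA polymerase at these TREs and genes (Fig 2A and 2B), which the list does not hold, the paper states that the TREs change in a similar direction and magnitude to the gene they flank.

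**Figure D2:**
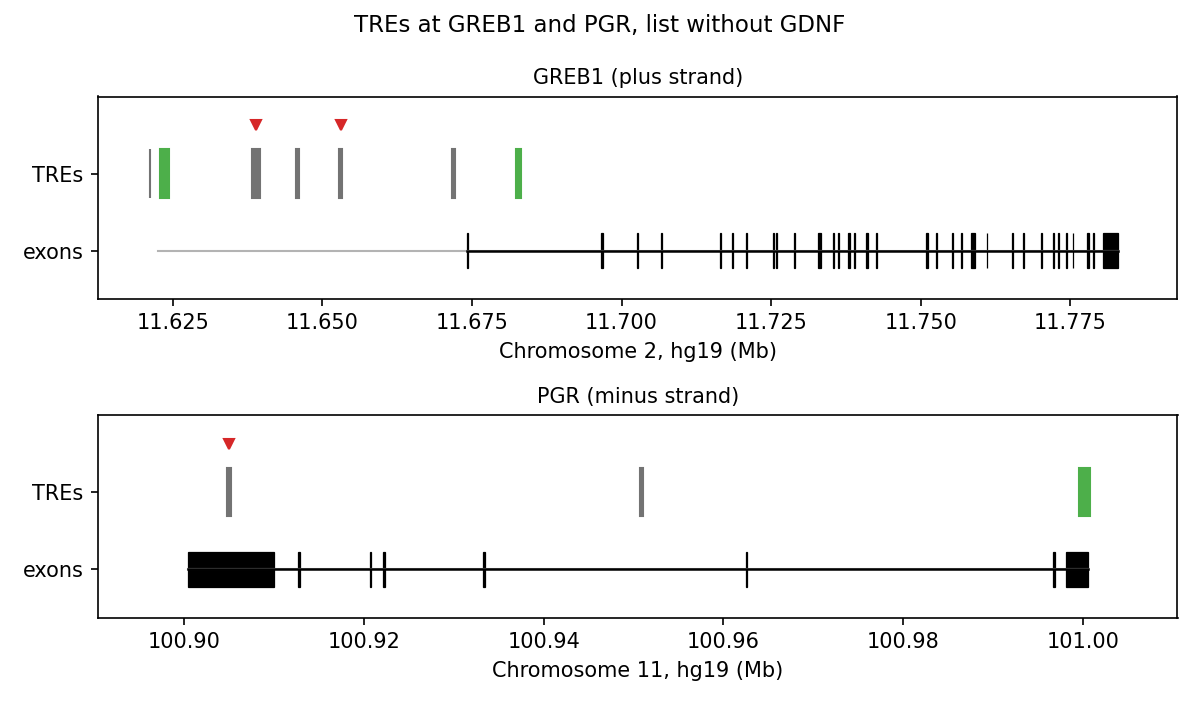
Map of *GREB1* and *PGR* with 10 kb on each side (x axis, position on hg19 in Mb). Bars in the row of TREs are the 7 TREs of *GREB1* and the 3 of *PGR*, green within 1 kb of an annotated start site and gray elsewhere, black boxes are exons of the canonical transcript, the gray line is the rest of the gene, and red triangles mark estrogen response elements with at most 1 mismatch.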

*GREB1* and *PGR*, for example, are each located near several TREs, including both promoters (green) and enhancers (gray), which undergo changes between TamR and TamS MCF-7 cells that are similar in direction and magnitude to those of the primary transcription unit which encodes the mRNA (Fig 2A and 2B). These results are consistent with a broad correlation between changes at distal TREs and protein coding promoters [10,16].

We hypothesized that differential transcription at TREs reflects differences in the binding of specific transcription factors that coordinate changes between TamS and TamR lines. We identified 12 clusters of motifs enriched in TREs that are differentially active in the TamS and TamR lines (Bonferroni corrected p< 0.05; RTFBSDB [31]). The top scoring motif in this analysis corresponds to an estrogen response element (ERE), the canonical DNA binding sequence that recruits ERα to estrogen responsive enhancers (Fig 2F). At least two of the top scoring motifs, those that were putatively bound by NFIA and HOX-family transcription factors (HOXC13 shown), bind a transcription factor that was itself differentially expressed in TamS and TamR MCF-7 cells (Fig 2F), consistent with our expectation that transcriptional changes of a transcription factor elicit secondary effects on the activity of TREs, and downstream effects on gene transcription.

### ERα signaling remains functional in endocrine-resistant lines

*GREB1* and *PGR* play a critical role in ERα genomic activity in breast cancer cells [27,32]. Our observation that transcription of these ERα co-factors was lost in the resistant lines (Fig 2A, 2B, 2C and 2D) suggests that ERα signaling may be defective in the TamR cell lines. Consistent with this expectation, several analyses (i.e., the enrichment of ERα target genes and EREs, Fig 1G and 1H) implicate global changes in the genomic actions of ERα during the development of tamoxifen resistance. However, these analyses are correlative and do not directly test the immediate responses to E2 in TamR and TamS lines.

To directly test the hypothesis that the genomic actions of ERα are substantially altered in the TamR lines, we treated B7^TamS^ and G11^TamR^ MCF-7 cells for 40 minutes with either E2 or tamoxifen, and monitored transcriptional changes using PRO-seq. RNA polymerase abundance increased sharply at ERα ChIP-seq peaks [33] in B7^TamS^ MCF-7 cells (Fig 3A top) in response to E2, but not in response to tamoxifen, in agreement with our prior work [11,16]. Although we observed a muted effect of E2 on enhancers in G11^TamR^ compared with B7^TamS^, increases in Pol II loading were observed in response to E2, but not tamoxifen (Fig 3A bottom). These results demonstrate that E2 signaling pathway remains functional and able to affect gene transcription in a stimulus-dependent manner in TamR cells. We attribute the muted response in G11^TamR^ to a 2.44-fold reduction in the abundance of ERα mRNA in G11^TamR^ MCF-7 cells compared to the B7^TamS^ MCF-7 cells (Fig 3B). This muted effect explains the enrichment in E2 target genes, as well as the ERE motif enrichment, between TamS and TamR lines shown in Figs 1 and 2. Nevertheless, the genomic actions of E2-liganded ERα remain functional in TamR MCF-7 cells.

**Fig 3:**
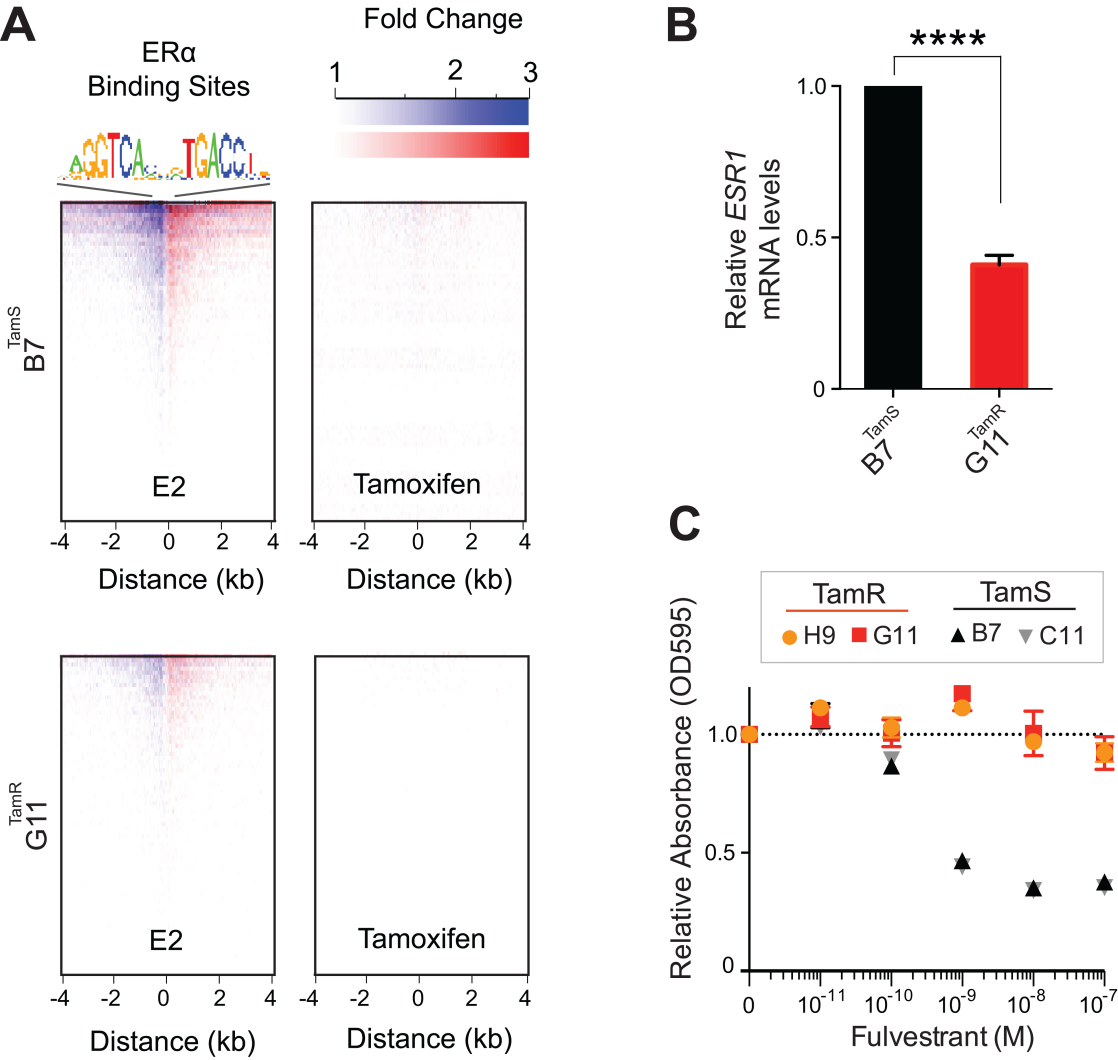
Tamoxifen resistant lines have functional ERα signaling. (**a**) Heatmap of changes in RNA polymerase abundance following 40 minutes of E2 or tamoxifen treatment near ERα bindings sites in B7^TamS^ and G11^TamR^ cells. (**b**) *ESR1* mRNA expression levels in B7^TamS^ and G11^TamR^ cells. Data are represented as mean ± SEM (n = 3). **** p < 0.0001. (**c**) Cell viability of TamS and TamR cells upon treatment with 0 (vehicle; DMSO), 10^−11^, 10^−10^, 10^−9^, 10^−8^, or 10^−7^ M fulvestrant (ER degrader) for 4 days. Data are represented as mean ± SEM (n = 3).

Given that E2 signaling remains functional, but muted in the TamR line, we next tested whether ERα was required for the growth of our tamoxifen-resistant cells. We found that the viability of both G11^TamR^ and H9^TamR^ MCF-7 cells was unaffected by treatment with the ER degrader, fulvestrant (Fig 3C). Therefore, endocrine resistance in G11^TamR^ and H9^TamR^ MCF-7 cells appears to occur independently of ERα signaling, suggesting that these TamR lines are likely using an alternative pathway for cell survival and proliferation when grown in the presence of tamoxifen.

### GDNF is necessary and sufficient to confer endocrine resistance in MCF-7 cells

We next investigated pathways by which TamR lines may promote cell survival in the presence of endocrine therapies. Tyrosine kinase growth factor signaling pathways have been implicated in preclinical models of endocrine resistance [5,7,34]. RET is a cell surface receptor that elicits cell survival signals when bound by one of four RET ligands, GDNF, NRTN, ARTN, and PSPN [35]. One of these ligands, glial cell line-derived neurotrophic factor (GDNF), was among the most highly up-regulated genes in both G11^TamR^ and H9^TamR^ MCF-7 lines (Fig 4A). 

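*GDNF* lies on the minus strand of chromosome 5 of hg19 from 37812779 to 37840143, and the list without GDNF holds 3 TREs in the gene and its 10 kb flanks, more than at 81.0% of protein-coding genes and at 83.2% of those of its length. The widest, of 999 bp, lies just upstream of the start site (37840208 to 37841206, 65 bp from it). A TRE of 187 bp lies in intron 1 (37837561 to 37837747) and one of 408 bp lies 8.0 kb upstream (37847902 to 37848309), both distal. Without flanks the count is 1, and the GDNF list holds no TRE here. None of the 3 holds an estrogen response element with at most 1 mismatch, which says little, since only 4.01% of distal and 2.09% of promoter TREs held one. Among the other RET ligands, *NRTN* had 3 TREs, including one over its start site (chromosome 19, 5804643 to 5805283). *ARTN* and *PSPN* had 1 TRE each, and neither had one within 1 kb of its own start sites: the TRE at *ARTN* lies 13.0 kb past its canonical start site (chromosome 1, 44412051 to 44412891), and that at *PSPN* 3.3 kb past its own (chromosome 19, 6372334 to 6373003). These TREs, like those at *NRTN* away from its start site, lie within 1 kb of annotated start sites of other genes. TREs within 1 kb of their own start sites thus lay at 2 of the 4 ligand genes, a share that did not pass against the other protein-coding genes (adjusted p = 0.762, two-sided Fisher's exact test), and 4 genes are few for such a test. In the GDNF list the 2 genes are *NRTN* and *ARTN*. The methods say that lines of both groups were combined, and the list does not show in which lines the *GDNF* promoter was active.

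**Figure D3:**
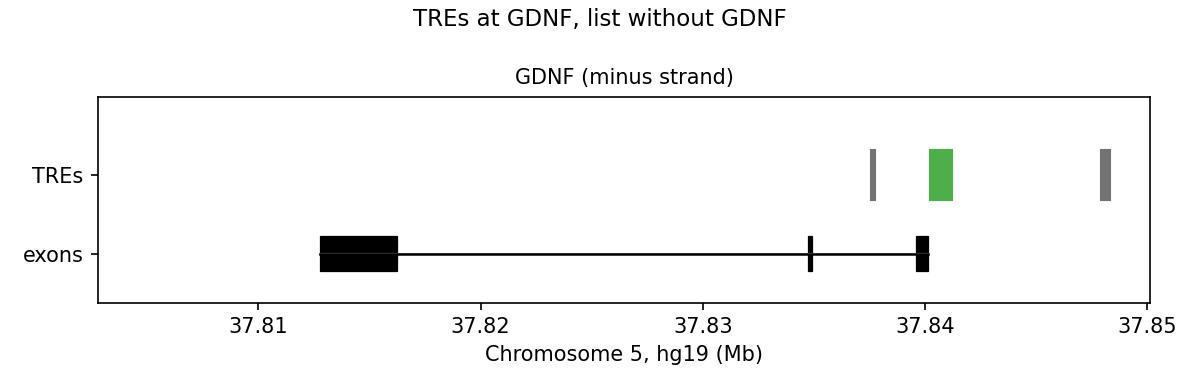
Map of *GDNF* with 10 kb on each side (x axis, position on chromosome 5 of hg19 in Mb). Bars in the row of TREs are its 3 TREs, green within 1 kb of an annotated start site and gray elsewhere, and black boxes are exons of the canonical transcript; the green bar, of 999 bp, adjoins the start of the gene at its right end.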

We confirmed the transcriptional differences in *GDNF* between B7^TamS^ and G11^TamR^ MCF-7 cells using qPCR and found that GDNF mRNA levels were increased by ~25 fold in the resistant line (Fig 4B). We asked whether GDNF mRNA is translated into protein and secreted into the media, and thereby could be acting to activate RET signaling in nearby cells. Using an ELISA we found GDNF accumulates in media collected from G11^TamR^ MCF-7 cells, but was undetectable in B7^TamS^ MCF-7 cells (Fig 4C). Thus GDNF transcription, mRNA abundance, and GDNF protein secretion correlate with endocrine resistance in MCF-7 cells, suggesting that GDNF may contribute to the endocrine resistance phenotype.

**Fig 4:**
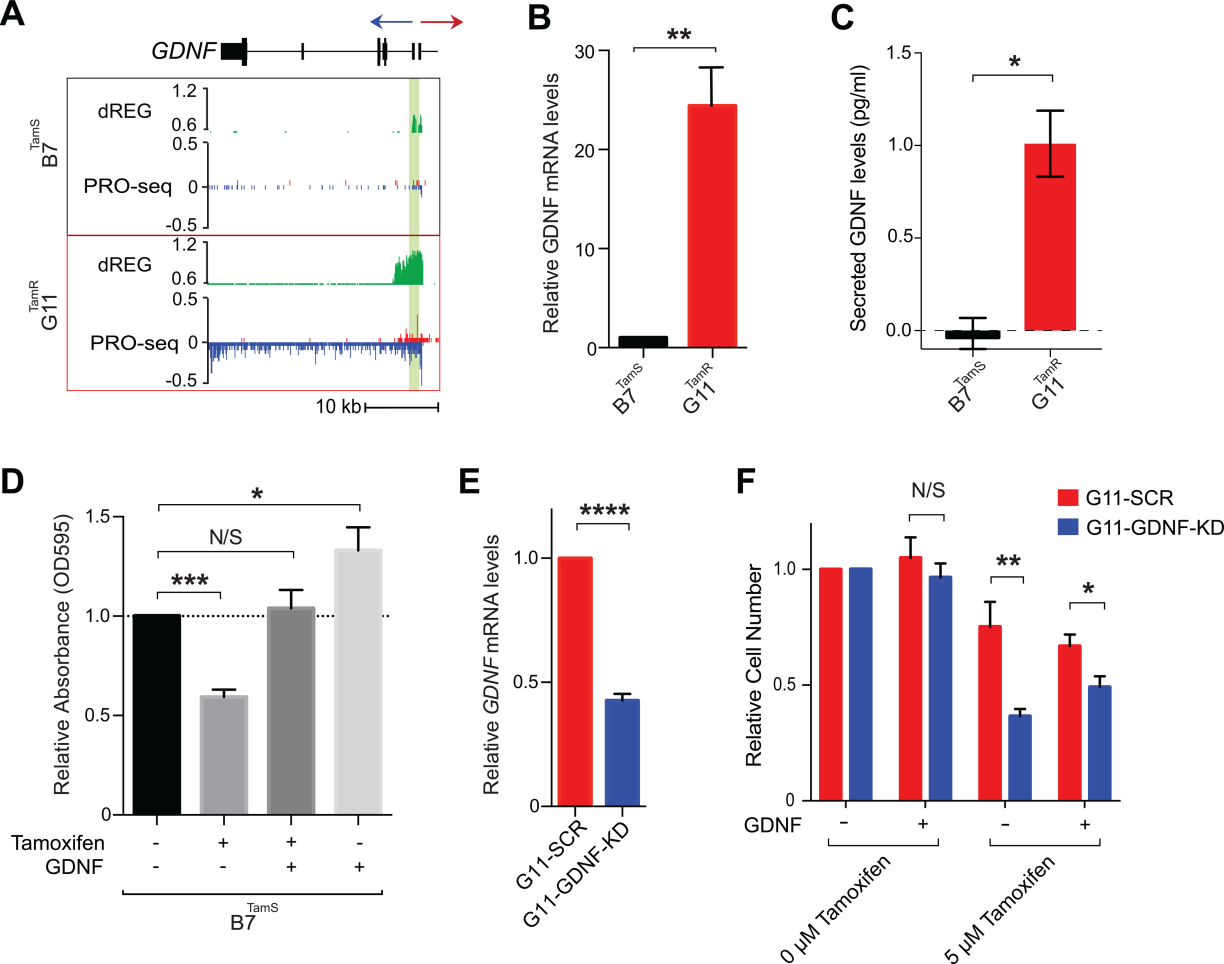
*GDNF* is responsible for tamoxifen resistance in MCF-7 cells. (**a**) Transcription near the *GDNF* locus in B7^TamS^ and G11^TamR^ cells. PRO-seq densities on sense strand and anti-sense strand are shown in red and blue, respectively. dREG scores are shown in green. The region near the GDNF promoter is shown in light green shading. Arrow indicates the direction of gene annotations. (**b**) *GDNF* mRNA expression levels in B7^TamS^ and G11^TamR^ cells. Data are represented as mean ± SEM (n = 3). ** p < 0.005. (**c**) Secreted GDNF levels in B7^TamS^ and G11^TamR^ cells. Data are represented as mean ± SEM (n = 2). * p < 0.05. (**d**) Cell viability of B7^TamS^ cells in the presence or absence of 10 ng/ml GDNF and/or 100 mM tamoxifen for 4 days. Data are represented as mean ± SEM (n = 3). * p < 0.05, *** p < 0.0005. (**e**) *GDNF* mRNA expression levels in G11^TamR^ scrambled (SCR) and G11^TamR^ GDNF knockdown (GDNF-KD) cells. Data are represented as mean ± SEM (n = 3). **** p < 0.0001. (**f**) Relative cell number of G11^TamR^ scrambled (SCR) and G11^TamR^ GDNF knockdown (GDNF-KD) cells after 4 days without or with 5 μM tamoxifen and/or 5 ng/ml GDNF treatment. Data are represented as mean ± SEM (n = 9). * p < 0.05, ** p < 0.005.

We tested whether GDNF is casually involved in endocrine resistance by manipulating GNDF levels in our MCF-7 model. We first examined the effects of 10 ng/mL of recombinant GDNF protein on the growth of B7^TamS^ cells in the presence of antiestrogens. Remarkably, GDNF completely rescued B7^TamS^ MCF-7 cells when challenged with both tamoxifen (Fig 4D) and fulvestrant (ER degrader) (S2A Fig). This shows that ER does not need to be present nor functional for GDNF-induced endocrine resistance. Moreover, GDNF treatment without tamoxifen increased the proliferation rate of B7^TamS^ MCF-7 cells by ~20% (Fig 4D), suggesting that the growth pathways activated by GDNF can work independently of ERα. Next we tested whether GDNF was necessary to confer endocrine resistance in our model system by using short hairpin RNAs (shRNA) to knockdown GDNF in G11^TamR^ MCF-7 cells. Results show that GDNF depletion (GDNF-KD) reduced *GDNF* mRNA levels by 57.38% (Fig 4E) and that these cells were significantly more sensitive to tamoxifen treatment than G11 cells transfected with a scrambled control (Fig 4F). Moreover, endocrine resistance could be restored to GDNF-KD G11 cells by the addition of 5 ng/ mL recombinant GDNF protein (Fig 4F), demonstrating that growth inhibition does not reflect an off-target effect of the *GDNF* shRNA. Taken together, these data demonstrate that *GDNF* plays a central and causal role in establishing endocrine resistance in G11^TamR^ MCF-7 cells.

### Endocrine-sensitive ER+ breast cancer cells express RET transmembrane receptors

Having shown that *GDNF* expression promotes endocrine resistance in our MCF-7 cell model, we asked whether *GDNF* promotes resistance in patients as well. Increases in the expression of RET tyrosine kinase or its co-receptor GFRα1 are thought to be involved in endocrine resistance [5–7]. However, RET is itself transcriptionally activated by ERα and is highly abundant in endocrine sensitive ER+ breast cancer cell models [10]. Analysis of mRNA-seq data from 1,177 primary breast cancers in the cancer genome atlas (TCGA) revealed that the RET mRNA expression level was highest in ER+ breast cancer and correlates positively with the expression level of *ESR1* (ERα) (Spearman’s *ρ* = 0.51, *p* < 2.2e-16; Fig 5A), suggesting that it is a direct transcriptional target of ERα *in vivo* as well. *GFRA1* mRNA encodes the GDNF co-receptor, GFRα1, and, together with RET, activates RET-ligand signaling. Further analysis of the mRNA-seq data set found that *GFRA1* is also strongly correlated with *ESR1* mRNA in breast cancers (Spearman’s *ρ* = 0.52, *p* < 2.2e-16; S3A Fig), suggesting that it is also a direct target of E2 signaling. 

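Both genes of the receptor complex had a promoter TRE in the list, for which the methods say that TamS and TamR lines were combined. *RET* lies on the plus strand of chromosome 10 of hg19 from 43572512 to 43625799 and had 3 TREs in the gene and its 10 kb flanks. A TRE of 838 bp covers its start site (43572027 to 43572864) and a distal TRE of 576 bp lies 5.3 kb downstream in intron 1 (43577508 to 43578083). The last TRE lies past the end of *RET* (43633508 to 43634118) and within 1 kb of the start site of another transcript. *GFRA1* lies on the minus strand of the same chromosome from 117816436 to 118036315. Its TREs are both promoter TREs, a wide one of 1334 bp over a start site upstream of the canonical one (118033208 to 118034541) and one of 472 bp in intron 2, 680 bp from a start site (118030639 to 118031110). Despite a length of 219880 bp, *GFRA1* had no distal TRE, and its 2 TREs exceed those of 52.3% of protein-coding genes in its length decile, against 81.3% for *RET*. In the GDNF list *GFRA1* had 5 TREs, 3 of them distal, more than 89.3% of genes in its length decile. The genes of the other co-receptors, *GFRA2*, *GFRA3* and *GFRA4*, had no TRE in the gene or within 10 kb. No TRE counted here at *RET* or *GFRA1* holds an estrogen response element with at most 1 mismatch. Such elements stood in only 4.01% of distal and 2.09% of promoter TREs searched in the list without GDNF. Their absence from so few TREs, all within 10 kb of the genes, therefore says little about ERα at these genes. A promoter TRE lay at 2 of the 5 receptor genes, a share that did not pass against the other protein-coding genes (adjusted p = 0.516, two-sided Fisher's exact test), and 5 genes are few for such a test.

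**Figure D4:**
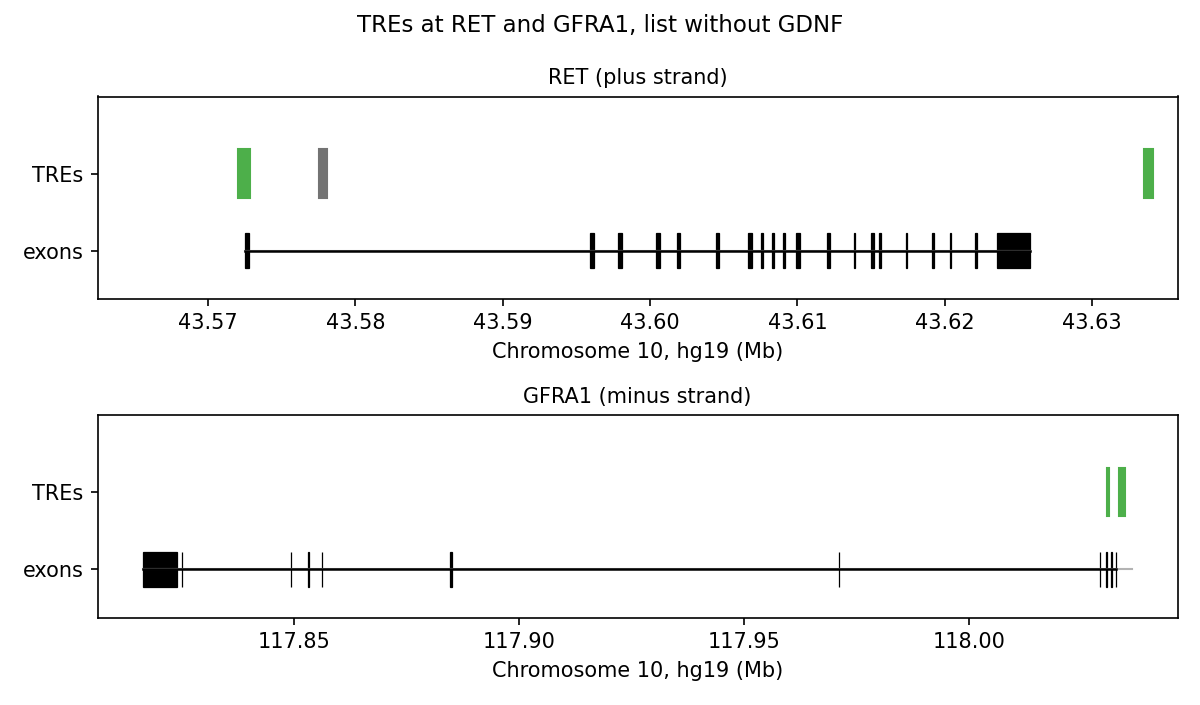
Map of *RET* and *GFRA1* with 10 kb on each side (x axis, position on chromosome 10 of hg19 in Mb). Bars in the row of TREs are the 3 TREs of *RET* and the 2 of *GFRA1*, green within 1 kb of an annotated start site of any gene and gray elsewhere, and black boxes are exons of the canonical transcript.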

In our MCF-7 endocrine resistance model, *GFRA1* transcription is 5-fold higher in TamS MCF-7 cells compared to TamR lines and *RET* transcription is not significantly different (Fig 5B and 5C), demonstrating that neither factor is overexpressed in TamR MCF-7 cells. Since both RET and GFRA1 are naturally high in ER+ breast cancer cells, and since high expression of these factors appears to be established in part by ERα, there must be other causes of endocrine resistance, both in cell models and *in vivo*.

**Fig 5:**
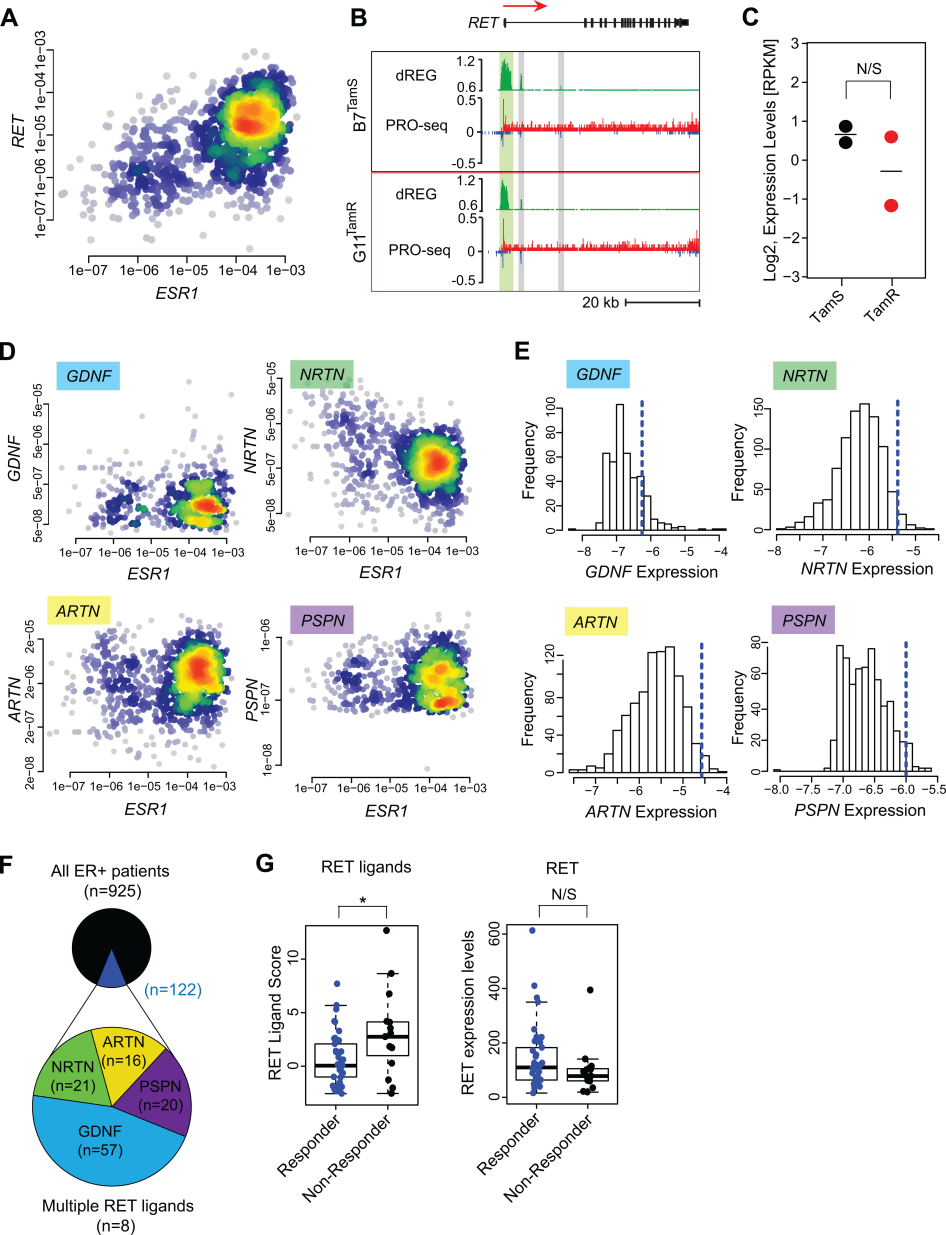
Expression of RET ligands contributes to endocrine resistance. (**a**) Density scatterplot showing *RET* and *ESR1* expression in mRNA-seq data from 1,177 primary breast cancer models in the cancer genome atlas (TCGA). Spearman’s ρ = 0.51, *p* = 1.2e-60. (**b**) Transcription near the *RET* locus in B7^TamS^ and G11^TamR^ cells. PRO-seq densities on sense strand and anti-sense strand are shown in red and blue, respectively. dREG scores are shown in green. Enhancers and promoters are shown in grey and light green shading, respectively. Arrow indicates the directional movement of transcribed genes. (**c**) Dot plot shows *RET* transcription levels in TamS and TamR MCF-7 cells. (**d**) Density scatterplots show the expression of RET ligands (*GDNF*, *NRTN*, *ARTN*, and *PSPN*) versus *ESR1* based on mRNA-seq data from 1,177 primary breast cancers. (**e**) RET ligand expression distribution in ER+ breast cancers. The dotted blue line represents 2.5 times the range between the 25^th^ and 50^th^ percentile. (**f**) Fraction of ER+ breast cancers (n = 925) with at least one RET ligand exceeding the threshold shown in panel E (shown in dark blue, n = 122). Among the 4 RET ligands, GDNF was the most highly expressed (n = 60). (**g**) Boxplots show RET ligands score and RET expression levels in patients that respond or do not respond to aromatase inhibitor letrozole. * *p* = 0.016.

### ER+ breast cancer cells and primary breast cancers that are sensitive to endocrine therapy lack GDNF to initiate resistance

Our finding that recombinant GDNF was sufficient for endocrine resistance in B7^TamS^ MCF-7 cells demonstrates that GDNF is a key limiting factor, the absence of which prevents TamS cells from developing a resistant phenotype. To extend this hypothesis to primary breast cancers, we sought to determine whether GDNF expression is normally low, such that it might limit RET pathway activation in most ER+ breast cancers. Indeed, GDNF expression was detectible in only 565 of 1,177 primary breast cancers (48%) analyzed by TCGA (S3B Fig). In principal, RET signaling may be activated by any of the four RET ligands (GDNF, NRTN, ARTN, and PSPN). However, only low levels of NRTN, ARTN, or their co-receptors were detected in primary breast tumors (Figs 5D, 5E and S3B). Thus, we conclude that RET ligand expression is low compared with that of cell surface receptors, especially RET and GFRα1, which are activated in part by ERα. This contrast between RET receptors and ligands supports a model in which the RET signaling pathway is ‘poised’ for endocrine resistance by expression of the receptors and that limiting levels of *GDNF* expression, or possibly other RET ligands, would ensure endocrine sensitivity in most tumors.

Next, we investigated whether high RET ligand expression in a subset of ER+ tumors may explain some cases of endocrine resistance. A careful examination of the GDNF expression distribution in TCGA breast cancers revealed a long tail, indicating high GDNF expression in a subset of cases in the TCGA dataset (Fig 5E). Our hypothesis that GDNF expression limits RET-dependent endocrine resistance implies that these GDNF-high samples should be prone to endocrine resistance. We devised a simple non-parametric computational approach, which we call the ‘outlier score’, to quantify the degree to which GDNF is highly expressed based on the symmetry of the empirical probability density function (see Methods; Fig 5E, blue line). Based on this score, we conservatively estimate that, of 925 ER+ breast cancer patients in the TCGA dataset, 122 have high expression of at least one of the RET ligands (13%), 57 of which had high levels of GDNF (Fig 5F).

If RET ligands are the limiting factor for endocrine resistance, as we propose here, cases included in this long distribution tail are those that are more likely to be resistant to endocrine therapies. To test this hypothesis, we analyzed expression microarray data collected prospectively by biopsies of patients that either respond, or do not respond, to the aromatase inhibitor letrozole [36]. A score comprised of the sum of the outlier scores from all four RET ligands is significantly higher in patients that do not respond to letrozole treatment (p = 0.016, one-sided Wilcoxon rank sum test; Fig 5G). By contrast, there is no significant difference in RET expression in patients who respond or who do not respond to letrozole. These results suggest that RET ligand expression, but not RET itself, explain the differences in response to letrozole in this cohort of patients.

## Discussion

In this study, we have used genomic tools to dissect how the GDNF-RET signaling pathway becomes activated in breast cancer cells to promote resistance to endocrine therapies. Systematic experimental manipulation of GDNF expression in TamS and TamR cell lines build on work described in previous studies [5–8] by providing the strongest support yet for this pathway playing a causal role in endocrine resistance in MCF-7 cells. To extrapolate these findings to breast cancer patients we have conducted a detailed statistical analysis of data collected from primary breast cancers. Furthermore, analysis of clinical data supports a model in which *RET* and *GFRA1* are actively transcribed in both endocrine sensitive MCF-7 cells and primary tumors, awaiting RET ligands to initiate resistance to endocrine therapies. This is, to our knowledge, the first study to suggest that expression of RET ligands themselves (including GDNF, ARTN, NRTN, and PSPN) are responsible for RET-mediated endocrine resistance. Overall, our study provides insights into how the RET signaling pathway become activated in ER+ breast cancers.

We suggest that RET-mediated endocrine resistance occurs when ER+ breast cancer cells express the RET ligand GDNF. Work on the RET signaling pathway in endocrine resistance has largely focused on amplifications or increases in the expression of RET or its co-receptor GFRα1 in resistance to aromatase inhibitors [6,7]. However, RET expression is not significantly different in a cohort of patients resistant to the aromatase inhibitor letrozole (Fig 5G), suggesting that other mechanisms may occur more commonly in patients than differences in the expression of RET itself. Indeed, we find that expression of RET and GFRα1 are both highest in ER+ breast cancers, likely because of direct transcriptional activation of both genes by E2/ ERα (Figs 5A and S3A). Thus, we propose that ER+ breast cancer cells are intrinsically ‘poised’ for RET-mediated endocrine resistance by the activation of RET cell-surface receptors, but lack expression of the ligand GDNF.

Based on our findings, we hypothesize that increased expression of any one of the four RET ligands, GDNF, ARTN, NRTN, or PSPN confers endocrine resistance on cells expressing the RET receptor. In support of this model, we demonstrate that the scoring system we used, based on RET ligand overexpression in tumors, clearly separates breast cancer patients that respond to letrozole from those who do not (Fig 5G). Several findings also strongly support the involvement of GDNF in endocrine resistance in our MCF-7 model, most notably the observations that GDNF rescues B7^TamS^ lines and that GDNF knockdown in G11 cells restores sensitivity to tamoxifen (Fig 4F). These observations are also supported by existing studies showing that another RET ligand, ARTN, contributes to tamoxifen resistance in MCF-7 cells [37], extending and supporting the findings reported here. However, there is one RET ligand that is notably an outlier. PSPN does not appear to have any predictive value in patients, and thus may not play the same role in resistance as the other three RET ligands. This may reflect the extremely low expression of its co-receptor, *GFRA4*, in primary breast cancers (S3B Fig), preventing PSPN from having much effect on breast cancer cells. Taken together, these findings suggest that RET ligand expression, especially GDNF, ARTN, and NRTN, explain endocrine resistance in many cases.

We also found evidence that ERα may itself play an important role in establishing expression of the RET receptor and its GFRA1 co-receptor in breast cancer cells. RET is a well-characterized direct ERα target in cell lines [10,38]. By a comparison of RNA-seq data in primary breast cancers (Figs 5A and S3), we show that both RET and GFRA1 correlate with expression of ESR1, suggesting that they may be targets of ERα signaling in primary tumors. We also show that GDNF promotes resistance in an ERα independent manner, as demonstrated by insensitivity of TamR cells to ER degradation by fulvestrant. Taken together, our findings demonstrate that ERα may contribute to expression of RET receptors in ER+ cells, but that it’s actions are dispensable to maintain resistance after the expression GDNF or other RET receptors.

Another important question is whether our findings based on the MCF-7 model are a general mechanism of endocrine resistance. To determine whether GDNF is an important contributor to primary breast tumors, we have conducted a detailed statistical analysis of publicly available data. Our analyses found a correlation between RET ligand expression and resistance to aromatase inhibitors (Fig 5G). Moreover, we also show that mRNA abundance of both RET and GFRA1 correlate with ESR1 across primary breast cancers (Figs 5A and S3A), suggesting that RET and GFRA1 are direct targets of ERα signaling in primary patients as well. Taken together with our cell-based model, these findings suggest that RET ligands are an important factor that initiates endocrine resistance across biological systems.

A major question that remains unclear and of primary importance following our study is how RET ligand expression becomes activated in primary tumors. The abundance of GDNF mRNA appears to be extremely low in primary breast tumors analyzed by TCGA (Figs 5D, 5E and S3B), which were in most cases collected before therapeutic intervention [39,40]. Notably, GDNF is not natively expressed in ER+ TamS MCF-7 cells but rather becomes activated following extended endocrine treatments. This may suggest that GDNF expression is initiated in tumors by another stimulus-dependent pathway or introduced by another cell type in the tumor microenvironment. We show in a companion paper that GDNF-RET stimulation indirectly activates transcription of the endogenous GDNF gene [ref: Horibata et. al. (2018) PLoS One]. Therefore one possibility is that GDNF becomes expressed after tumor cells are “primed” with GDNF by another cell in the microenvironment. Another possibility is that GDNF expression in tumors may be initiated by pro-inflammatory cytokines, such as tumor necrosis factor alpha (TNFα), to be transcribed in breast cancer cells [28]. This finding may link poor survival outcomes in pro-inflammatory tumors [41,42] with GDNF-RET-mediated resistance to endocrine therapy.

Finally, we also do not know whether RET ligands are responsible for all types of endocrine resistance. We found a clear distinction in one cohort of patients treated with letrozole (Fig 5G). Intriguingly, the RET ligand expression score is elevated in this subset of patients prior to treatment, suggesting that RET ligands promote an intrinsic (rather than acquired) mode of endocrine resistance. Whether RET ligands also play a role in resistance following recurrence in cases where tumors previously responded remains unknown.

Taken together, results reported in this study implicate RET ligands, including GDNF, as the primary determinant of endocrine resistance in both MCF-7 cells and patient samples (Fig 6). Clinical studies targeting larger cohorts of patients beginning endocrine therapies will be required to fully validate our proposed mechanism of endocrine resistance.

**Fig 6:**
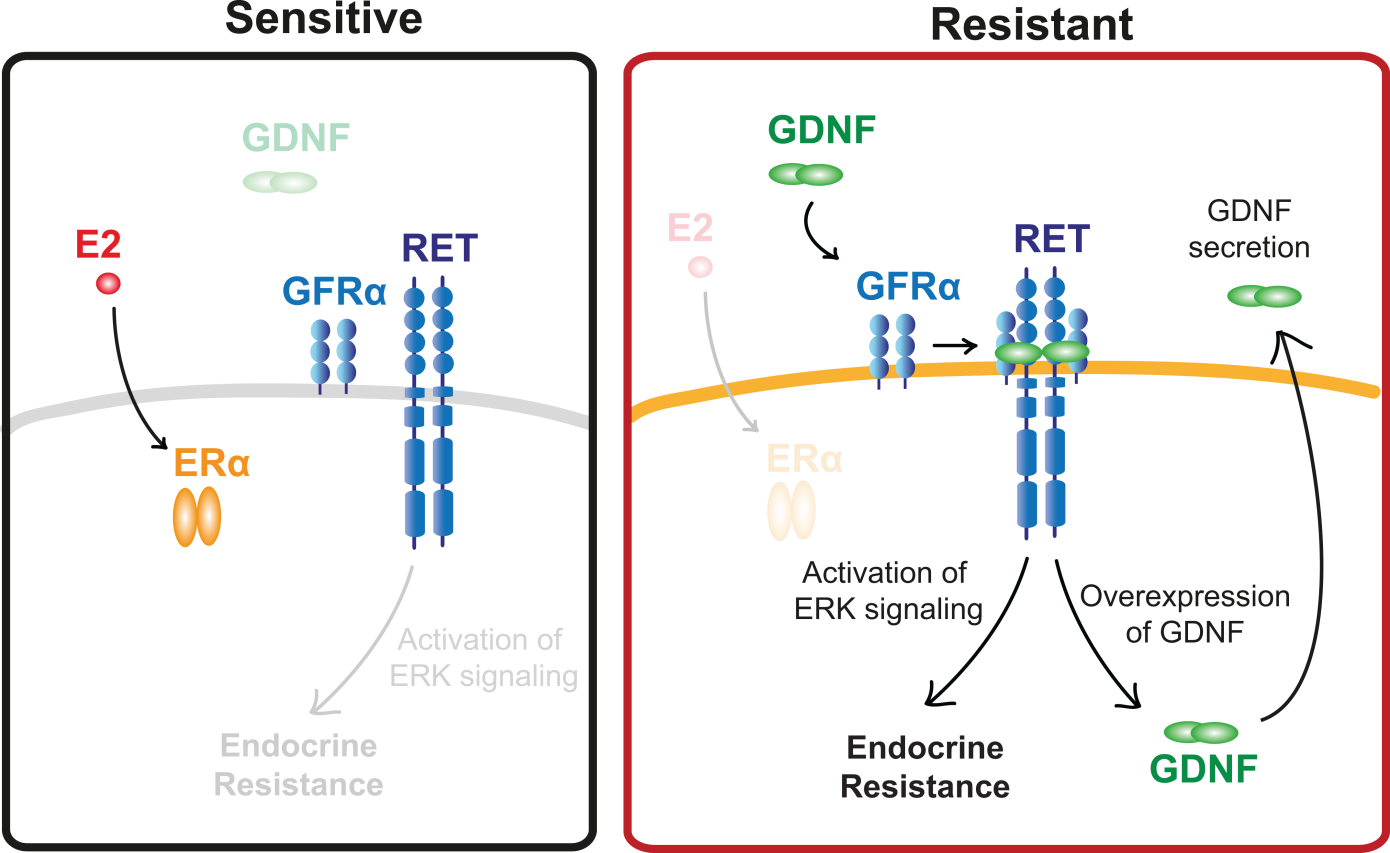
Schematic diagram of RET activation in endocrine sensitive and resistant tumors. Both endocrine sensitive and resistant breast cancer cells express all components of the RET signaling pathway, but endocrine sensitive breast cancer cells lack GDNF to initiate the resistance pathway. By contrast, endocrine resistant cells secret GNDF, which acts in an autocrine or paracrine fashion to promote endocrine resistance in nearby cells.

## Methods

### Cell lines and cell culture

Tamoxifen-sensitive (TamS; B7^TamS^ and C11^TamS^) and resistant (TamR; G11^TamR^ and H9^TamR^) MCF-7 cells[9] were a gift from Dr. Joshua LaBaer. TamS cells were grown in Dulbecco's Modified Eagle Medium (DMEM) supplemented with 5% fetal bovine serum (FBS) and 1% Penicillin Streptomycin, and TamR cells were grown in the same media supplemented with 1 μM tamoxifen. Tamoxifen used throughout in this paper is (Z)-4-Hydroxytamoxifen (4-OHT; Sigma-Aldrich; Cat# H7904).

### Cell viability assay

Briefly, 5 x 10^3^ TamS and TamR cells were grown in 24-well TC-treated plates in their specific culture media. After allowing the cells to adhere to the plate for 24 hours, they were rinsed with PBS three times to remove any residual tamoxifen. The cells were treated with either increasing doses of tamoxifen (0 (vehicle control; EtOH), 10^−11^, 10^−10^, 10^−9^, 10^−8^, or 10^−7^ M).

For setting up the rescue experiment with GDNF (PeproTech; Cat# 450–10), 5 x 10^3^ B7^TamS^ cells were grown in 24-well TC-treated plates in their specific culture media. After allowing the cells to adhere to the plate for 24 hours, they were treated with either EtOH (vehicle), 10^−7^ M tamoxifen, 10^−7^ M tamoxifen and 10 ng/mL GDNF, or 10 ng/mL GDNF treatment. The same set up was performed for 10^−7^ M treatment of fulvestrant and using DMSO (vehicle) as a control.

After four days of endocrine treatment, cells were fixed with 4% paraformaldehyde and stained with 0.5% crystal violet solution made in 25% methanol. After washing away non-specific crystal violet stain with PBS, we took pictures of each plate and the crystal violet stain from the fixed cells was removed using 10% acetic acid. The absorbance was measured using the Tecan plate reader at OD_595nm_. Samples were normalized to the untreated control. Three biological replicates were performed and data are represented as mean ± SEM.

### ELISA

TamS (B7^TamS^) and TamR (G11^TamR^) lines were plated on 6 well plate at 70% confluency. Cells were washed with PBS and fresh media (DMEM supplemented with 5% FBS) was added the next day. 96 hours later, media was collected and were concentrated with Amicon Ultra-4 centrifugal filter units (Millipore; MWCO 3000). GDNF levels were measured using ELISA kit (Abcam; Cat# ab100525) according to the manufacturers’ protocol.

### Cell culture set up and nuclei isolation

TamS and TamR lines were grown in 150mm TC-treated culture dishes in their respective normal culture media. Cells were rinsed with PBS at least three times 24 hours after plating. Both the TamS and TamR cells were grown in Dulbecco's Modified Eagle Medium supplemented with 5% fetal bovine serum and 1% Penicillin Streptomycin for an additional three days until ~80% confluency in the absence of tamoxifen, in order to measure the difference between TamS and TamR cells pre-treatment.

Nuclei were isolated as described previously [43]. Briefly, cells were rinsed three times with ice-cold PBS and lysed using lysis buffer (10 mM Tris-HCl pH 7.4, 2 mM MgCl_2_, 3 mM CaCl_2_, 0.5% NP-40, 10% Glycerol, 1 mM DTT, 1X PIC (Roche; Cat# 11836153001), and 1 μl/10 mL SUPERase-In (ThermoFisher; Cat# AM2694) dissolved in DEPC water). Cells were homogenized by gently pipetting at least 30 times and the nuclei were harvested by centrifugation at 1000 *g* for five minutes at 4°C. The isolated nuclei were washed twice with lysis buffer and were resuspended in 100 μL freezing buffer (50 mM Tris HCl pH 8.3, 5 mM MgCl_2_, 40% Glycerol, 0.1 mM EDTA pH 8.0, and 4 U/mL SUPERase-In). The isolated nuclei were used for nuclear run-on and precision nuclear run-on sequencing (PRO-seq) library preparation.

### Nuclear run-on and PRO-seq library preparation

Nuclear run-on experiments were performed according to the methods described previously [22,23]. 1x10^7^ nuclei in 100 μL freezing buffer were mixed with 100 μL of 2x nuclear run-on buffer (10 mM Tris-HCl pH 8.0, 5 mM MgCl2, 1 mM DTT, 300 mM KCl, 50 μM biotin-11-ATP (Perkin Elmer; Cat# NEL544001EA), 50 μM biotin-11-GTP (Perkin Elmer; Cat# NEL545001EA), 50 μM biotin-11-CTP (Perkin Elmer Cat# NEL542001EA), 50 μM biotin-11-UTP (Perkin Elmer; Cat# NEL543001EA), 0.4 units/μL SUPERase In RNase Inhibitor (Life Technologies; Cat# AM2694), 1% Sarkosyl (Fisher Scientific; Cat# AC612075000). The mixture was incubated at 37°C for five minutes. The biotin run-on reaction was stopped using Trizol (Life Technolgies; Cat# 15596–026), Trizol LS (Life Technologies; Cat# 10296–010) and pelleted. The use of GlycoBlue (Ambion; Cat# AM9515) is recommended for higher pellet yield. RNA pellets were re-dissolved in DEPC water and denatured in 65°C for 40 seconds and hydrolyzed in 0.2 N NaOH on ice for 10 minutes to have a hydrolyzed RNA length with that range ideally of 40 to 100 nts. Bead binding (NEB; Cat# S1421S) was performed to pull down nascent RNAs followed by 3’ RNA adaptor ligation (NEB; Cat# M0204L). Another bead binding was performed followed by 5’ de-capping using RppH (NEB; Cat# M0356S). 5’ phosphorylation was performed followed by 5’ adaptor ligation. The last bead binding was performed before generation of cDNA by reverse transcription. PRO-seq libraries were prepared according to manufacturers’ protocol (Illumina) and were sequenced using the Illumina NextSeq500 sequencing.

### Mapping of PRO-seq sequencing reads

PRO-seq reads failing Illumina quality filters were removed. Adapters were trimmed from the 3’ end of remaining reads using cutadapt with a 10% error rate [44]. Reads were mapped with BWA[45] to the human reference genome (hg19) and a single copy of the Pol I ribosomal RNA transcription unit (GenBank ID# U13369.1). The location of the RNA polymerase active site was represented by a single base that denotes the 3’ end of the nascent RNA, which corresponded to the position on the 5’ end of each sequenced read. Mapped reads were normalized to reads per kilobase per million mapped (RPKM) and converted to bigWig format using BedTools[46] and the bedGraphToBigWig program in the Kent Source software package[47]. Downstream data analysis was preformed using the bigWig software package, available from: https://github.com/andrelmartins/bigWig. All data processing and visualization was done in the R statistical environment[48].

### Identification of active enhancers and promoters using dREG-HD

We identified TREs using dREG [18]. Data collected from all four cell lines (TamR and TamS MCF-7 cells) was combined to increase statistical power for the discovery of a superset of TREs active during any of the conditions examined.

The precise coordinates of TREs were refined using a strategy that we termed dREG-HD (available at https://github.com/Danko-Lab/dREG.HD; manuscript in preparation). Briefly, dREG-HD uses an epsilon-support vector regression (SVR) with a Gaussian kernel to map the distribution of PRO-seq reads to DNase-I signal intensities. Training was conducted on randomly chosen positions within dREG peaks in K562 cells (GEO ID# GSM1480327) extended by 200bp on either side. We selected the optimal set of features based on maximizing the Pearson correlation coefficient between the imputed and experimental DNase-I signal intensity over an independent validation set. Before DNase-I imputation, PRO-seq data was preprocessed by normalizing read counts to the sequencing depth and scaled such that the maximum value was within the 90^th^ percentile of the training examples. To identify peaks, we smoothed the imputed DNase-I signal using a cubic spline and identified local maxima. We tuned the performance of the peak by empirically optimizing two free parameters that control the (1) smoothness of spline curve fitting, and (2) a threshold level on the intensity of the imputed DNase-I signal. Parameters were optimized to achieve <10% false discovery rates on a K562 training dataset by a grid optimization over free parameters. We tested the optimized dREG-HD model (including both DNase-I imputation and peak calling) a GRO-seq dataset completely held out from model training and parameter optimization in on GM12878 lymphoblastoid cell lines (GSM1480326). Testing verified that dREG-HD identified transcribed DNase-I hypersensitive sites with 82% sensitivity at a 10% false discovery rate.

Additional genomic data in MCF-7 cells generated by the ENCODE project was downloaded from Gene Expression Omnibus. TREs discovered using dREG-HD were compared with ChIP-seq for H3K27ac and H3K4me3 (accession numbers: GSM945854 and GSM945269) and DNase-1 hypersensitivity (GSM945854).

### Differential expression analysis (DESeq2)

We compared treatment conditions or cell lines using gene annotations (GENCODE v19). We counted reads in the interval between 1,000 bp downstream of the annotated transcription start site to the end of the gene for comparisons between TamS and TamR cell clones. To quantify transcription at enhancers, we counted reads on both strands in the window covered by each dREG-HD site. Differential expression analysis was conducted using deSeq2 [24] and differentially expressed genes were defined as those with a false discovery rate (FDR) less than 0.01.

### Motif enrichment analysis

Motif enrichment analyses were completed using the default set of 1,964 human motifs in RTFBSDB[31] clustered into 622 maximally distinct DNA binding specificities (see ref Wang et. al. (2016)). We selected the motif to represent each cluster with canonical transcription factors that were most highly transcribed in MCF-7 cells. We fixed the motif cutoff log odds ratio of 7.5 (log *e*) in a sequence compared with a third-order Markov model as background. We identified motifs enriched in dREG-HD TREs that change transcription abundance between two conditions using Fisher’s exact test with a Bonferroni correction for multiple hypothesis testing. TREs were compared to a background set of >1,500 GC-content matched TREs that do not change transcription levels (<0.25 absolute difference in magnitude (log-2 scale) and *p* > 0.2) using the enrichmentTest function in RTFBSDB[31].

### TCGA data analysis

Processed and normalized breast cancer RNA-seq data was downloaded from the International Cancer Genome Consortium (ICGC) data portal website (https://dcc.icgc.org). Data profiling each gene was extracted using shell scripts. Processing and visualization was done in R.

### Letrozole microarray reanalysis

We reanalyzed Affymetrix U133A microarray data profiling mammary tumor biopsies before and after treatment with letrozole[36]. Miller et. al. (2012) collected data from mammary tumor biopsies prior to letorozle treatment, 10–14 days following the start of treatment, and 90 days following the start of treatment. Samples were annotated as a “responder” (i.e., responds to letrozole treatment), a “non-responder” (i.e., no benefit from letrozole treatment), or “not assessable” (i.e., unknown). The Series Matrix Files were downloaded from Gene Expression Omnibus (GSE20181) and each gene of interest was extracted and processed into a text file. We used the following Affymetrix ID numbers 221359_at, 210683_at, 210237_at, 221373_x_at, and 211421_s_at, to represent *GDNF*, *NRTN*, *ARTN*, *PSPN*, and *RET* respectively. We found no evidence of differences in RET or RET ligand expression across the three time points, and we therefore used the average expression of each RET ligand in each sample when comparing between responsive and non-responsive patients in order to decrease assay noise.

Outlier scores were designed to score the degree to which each sample fell within the tail of the distribution representing high expression levels of each RET ligand (as shown in Fig 4F). Because endocrine resistance could, in principal, be caused either by high expression of any individual RET ligand on its own, or by moderately high expression of multiple RET ligands in combination, we devised a data transformation and sum approach to score the degree to which all four of the RET ligands were highly expressed in each sample. In our data transformation, expression levels were centered by the median value and scaled based on the lower tail of the expression distribution (between quartile 0 and 50). This approach is similar in concept to a Z-score transform, but uses the lower tail to estimate the variance in order to avoid having high expression levels, which we hypothesize here may contribute to endocrine resistance, from contributing to the denominator used to standardize the distribution of each RET ligand. After transforming scores from all four RET ligands separately, we took the sum of the scores to represent our final ‘outlier score’. Because our hypothesis specifically predicted an increase in the RET ligand score to correlate with letrozole resistance, and because the number of patients was small, we designed the analysis to use a one-tailed Wilcoxon rank sum test. However, in practice, using a two-tailed Wilcoxon rank sum test did not change the results of our analysis. Data was processed and visualization was completed using R.

### RNA isolation and quantitative real-time PCR

RNA was purified using an RNeasy Kit (Qiagen; Cat# 74104) and 1μg of purified RNA was reverse-transcribed using a High Capacity RNA-to-cDNA kit (Applied Biosystems; Cat# 4387406) according to the manufacturers’ protocols. Real-time quantitative PCR analysis was performed using the following primers: *ACTB* Forward (5’-CCAACCGCGAGAAGATGA-3’) and Reverse (5’- CCAGAGGCGTACAGGGATAG-3’); *ESR1* Forward (5’- TTACTGACCAACCTGGCAGA-3’) and Reverse (5’-ATCATGGAGGGTCAAATCCA-3’); *PGR* Forward (5’-GTCAGGCTGGCATGGTCCTT-3’) and Reverse (5’-GCTGTGGGAGAGCAACAGCA-3’); *GREB1* Forward (5’- GTGGTAGCCGAGTGGACAAT-3’) and Reverse (5’-ATTTGTTTCCAGCCCTCCTT-3’) [49]; *GDNF* Forward (5’- TCTGGGCTATGAAACCAAGGA-3’) and Reverse (5’- GTCTCAGCTGCATCGCAAGA-3’)[50]; and Power SYBR Green PCR Master Mix (Applied Bioystems; Cat#4367659). The samples were normalized to β-actin. At least three biological replicates were performed and data are presented as mean ± SEM. All statistical analyses for qPCR were performed using GraphPad Prism. Groups were compared using a two-tailed unpaired Student’s t-test.

### Generation of GDNF knockdown G11 cells

*GDNF* expression was stably knocked down in G11^TamR^ cells by transduction with lentivirus expressing either a shRNA scrambled control or *GDNF* shRNA. Mission shRNA lentivirus plasmids for control shRNA (Cat# SHC002) and *GDNF* shRNA (Cat# SHCLND-NM_000514) from Sigma-Aldrich were used. Specifically, 1.5 μg pLKO.1 shRNA plasmid (Addgene; Plasmid #1864), 0.5 μg psPAX2 packaging plasmid (Addgene; Plasmid #12260), and 0.25 μg pMD2.G envelope plasmid were used for packaging (Addgene; Plasmid #12259). The lentiviruses were generated and transduced according to the manufacturer’s instructions (Sigma-Aldrich). Clones were selected in 2 μg/ml of puromycin.

### Cell proliferation assay

Approximately 1x10^6^ G11-scrambled (G11-SCR) and G11-GDNF-knockdown (G11-GDNF-KD) cells were plated in T25 TC-flask. The cells were grown in either 0, 5 μM tamoxifen in the presence or absence of 5 ng/mL GDNF for 7 days. The cell number was counted for quantification and was normalized to the untreated group. Three biological replicates were performed.

### Statistical analysis

Statistical parameters include the exact number of biological replicates (n), standard error of the mean (mean ± SEM), and statistical significance are reported in the figure legends. Data are reported statistically significant when p < 0.05 by two-tailed Student’s t-test. In figures, asterisks and pound signs denote statistical significance as calculated by Student’s t-test. Specific p-values are indicated in the figure legends. Statistical analysis was performed using GraphPad PRISM 6.

## Supporting information

S1 Table PRO-seq data collection and sequencing depth. PRO-seq was conducted in the indicated cell clone and biological condition. Raw PRO-seq data were sequenced to a read depth >20 million uniquely mapped reads and aligned using established pipelines.
(DOCX)

S1 Fig dREG identifies highly enriched active enhancers and promoter makers in MCF-7 cells. (**a**) Heatmap depicting PRO-seq, Dnase-I-seq, H3K27ac, and H3K4me3 near 39,753 transcriptional regulatory elements (TREs) identified using dREG-HD from PRO-seq data (left) in TamS and TamR MCF-7 cells. (**b**) Transcription and dREG scores in the locus near the *CCND1* gene in B7^TamS^ and G11^TamR^ MCF-7 cells. (**c**) Luciferase activity in B7^TamS^ and G11^TamR^ MCF-7 cells in the presence of an enhancer located approximately 300kb downstream of *CCND1*. All data normalized to renilla control. Data are represented as mean ± SEM (n = 3). ** p < 0.01, **** p < 0.0001.
(EPS)

S2 Fig GDNF induces fulvestrant resistance in TamS cells. (**a**) Cell viability of B7^TamS^ cells in the presence or absence of 10 ng/ml GDNF and/or 100 mM fulvestrant for 4 days. Data are represented as mean ± SEM (n = 3). ** p < 0.005, **** p < 0.0001.
(EPS)

S3 Fig RET ligand expression is low compared to RET and GFRα1 receptors. (**a**) Density scatterplot showing the relationship between *GFRA1* and *ESR1* expression levels in 1,177 primary breast cancer samples in the cancer genome atlas (TCGA). Pearson’s R = 0.52; p < 2.2e-16. (**b**) Violin plots depicting the absolute normalized expression level of receptor-tyrosine kinase receptors and ligands in 1,177 primary breast cancer samples (TCGA). For each color, the pair of genes represents receptor (left) and ligand (right). Gray represents the *RET* gene which encodes the RET tyrosine kinase receptor required for signal transduction of all four RET ligands.
(EPS)

# Supplementary material for: ER-positive breast cancer cells are poised for RET-mediated endocrine resistance
**Source:** PLoS One. 2018 Apr 2;13(4):e0194023. doi: 10.1371/journal.pone.0194023
**Supplement:** S1 Table — PRO-seq was conducted in the indicated cell clone and biological condition. Raw PRO-seq data were sequenced to a read depth >20 million uniquely mapped reads and aligned using established pipelines.

| **Cell Clone** | **Resistance** | **Treatment** | **Time** | **Uniquely mapped reads** |
| --- | --- | --- | --- | --- |
| B7 | TamS | None |  | 21314970 |
| C11 | TamS | None |  | 20333086 |
| G11 | TamR | None |  | 22161480 |
| H9 | TamR | None |  | 23454417 |
| **Total:** |  |  |  | **87,263,953** |

**Supplementary Table 1. PRO-seq data collection and sequencing depth.** PRO-seq was conducted in the indicated cell clone and biological condition. Raw PRO-seq data were sequenced to a read depth >20 million uniquely mapped reads and aligned using established pipelines.

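The table lists 1 untreated library for each of the 4 MCF-7 clones. A uniquely mapped read is one that the aligner could place at a single position. The libraries differ little in depth, from 20333086 reads in C11 to 23454417 in H9.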

How the deposited data were processed for this re-analysis (not part of the article)

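PRO-seq was run on clones of the MCF-7 breast cancer cell line, 2 sensitive to tamoxifen (TamS; B7 and C11) and 2 resistant (TamR; G11 and H9). The series holds 22 libraries: 4 untreated, 6 from B7 and G11 cells given vehicle, E2 or tamoxifen for 40 minutes (1 library of each clone per treatment), and 12 from a time course of GDNF at 0, 1 and 24 h (1 library of each clone per time; 10 ng/mL in the labels). The authors trimmed adapters with cutadapt, mapped reads with BWA to hg19 plus a copy of the ribosomal RNA transcription unit (the submitters' processing notes name BWA and hg19; versions are not given in the sources used here), kept the base at the 3′ end of each nascent RNA, and combined libraries before calling TREs with dREG. The coordinates were refined with dREG-HD, whose settings the authors tuned on K562 cells to a false discovery rate under 10%.

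The data analysed are 2 lists of TREs from the stringent dREG-HD setting. Each line gives chromosome, start and end, counted from 0 in the files and from 1 in the text, and carries no score, read count or p. The lists are told apart by their names alone, as the list without GDNF and the GDNF list. The methods say that all 4 lines were combined for the TREs of the study. Which libraries of the series each list pools, and how many reads stand behind it, is not given in the sources used here beyond that. Each list is therefore 1 call set with no replicates, no SD can be given, and no test between TamS and TamR or between GDNF and no GDNF was possible. Read counts per library were not used here, so the differential genes and TREs, the E2 and tamoxifen responses and the motifs of differential TREs were not analysed here.

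Positions were set against the GENCODE 44 annotation lifted to GRCh37 (hg19). The paper used GENCODE 19, so gene models and symbols can differ, and 2 clone-named genes of Fig 1D were not matched. A TRE within 1 kb of a start site of any annotated transcript was called a promoter TRE and every other TRE distal. TREs at a gene are those that overlap the gene or 10 kb on either side. A gene has a promoter TRE where one lies within 1 kb of its own start sites. Counts at genes were ranked among all 20163 protein-coding genes and among those of the same length decile. TREs were called shared where they overlap by at least 1 bp. For baselines, each TRE was moved 10 kb along its chromosome. Motifs were searched as consensus sequences on both strands, with 1 mismatch allowed in 3 of 15, and the share of TREs with a motif was set against windows of equal width 2 kb away that overlap no TRE, for promoter and distal TREs apart.

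The 16 gene lists, the motifs, the rule for named genes and the alternatives were fixed before the data were examined, apart from the use of canonical transcripts only, which was added afterwards. The lists are ER targets, RET ligands, RET receptors, RET signaling, luminal and basal epithelium, fibroblast, immune, neuron, liver, housekeeping, immediate early, ERK feedback, and genes the paper reports as higher in TamS, higher in TamR or otherwise names. The named genes are those the paper names in its text or Fig 1D, the 4 genes of each list with the most TREs together with up to 4 with none, and the 10 genes with the most TREs found in only 1 list. Lists were compared with the other protein-coding genes, and sets of TREs with each other, by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over the lists or over the motifs of a class, at a threshold of 0.05. These tests take genes or TREs as units, which are not replicates. For motifs, each window or shuffle belongs to 1 TRE, but the exact tests took TREs and background as independent groups. Shares carry 95% Wilson intervals, which cover counting error only. Permutation tests used 10000 draws, of TREs of the same width decile and class or, added after the values were seen, of protein-coding genes with as many TREs.

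The steps were tested on simulated data. Of 2000 simulated intervals, the 1500 placed in the other list were all found. Of gene lists of protein-coding genes with occupancy drawn at random, 9 of 10 raised lists, 10 of 10 lowered lists and 0 of 180 unchanged lists were called. A palindrome planted in 300 of 3000 random sequences was found in 301, the surplus arising by chance. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.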

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

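All results in this part come from the GDNF list, which the paper does not report on, and from its comparison with the list without GDNF. The comparisons of motifs and gene lists were set before the data were examined. The tests on TREs at genes higher in TamR, on chromosome 4, on whole genes as units, on the cell make-up, on GDNF treatment and on narrow TREs were chosen after the result was seen. The comparisons are between 2 call sets, not between replicated conditions.

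The GDNF list holds 23124 TREs, of which 3256 overlap none of the other list, and 4937 TREs are only in the list without GDNF. AP-1 sites, bound by FOS and JUN dimers, were more frequent in TREs found only in the GDNF list: 20.2% of 2401 distal TREs against 9.50% of the 3568 distal TREs only in the other list (odds ratio 2.41, adjusted p = 5.92e-30, two-sided Fisher's exact test), and 12.9% against 6.72% of promoter TREs (odds ratio 2.05, adjusted p = 2.24e-05, exact test). Base composition does not account for the distal difference, since the odds ratio was 1.04 in dinucleotide shuffles of the same TREs, nor does width, since the smallest odds ratio over 4 groups of width was 1.69. In the widest of these groups, AP-1 sites stood in 31.0% of TREs only in the GDNF list, 13.8% of those only in the other list, and 21.9% of shared distal TREs (23.4% as the GDNF list places them). In the narrowest group the shares were 7.33%, 4.46% and 13.7% (6.67% as the GDNF list places them), so TREs only in the GDNF list did not stand clearly above shared ones there. In all 4 groups, TREs only in the list without GDNF held AP-1 sites less often than shared distal TREs. In the groups between, their shares were 8.39% against 17.5% and 11.5% against 17.7%. Part of the difference between the lists therefore lies in a low share among TREs only in the list without GDNF. Hypothesis: GDNF, through RET and ERK, may open TREs with AP-1 sites, but the odds ratio of 2.41 prompted this and does not test it, and treatment and the make-up of the pooled libraries cannot be told apart with 1 list each; lists of treated and untreated cells from the same pool of lines would decide it. SRF sites pointed the same way without passing (2.87% against 1.96% of distal TREs, odds ratio 1.48, adjusted p = 0.0691, exact test), as did single nuclear receptor sites (odds ratio 1.15, the same adjusted p, exact test), whereas estrogen response elements pointed the other way (2.04% against 3.11%, odds ratio 0.649, the same adjusted p, exact test).

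TREs at genes the paper reports as higher in TamR were mostly missing from the GDNF list: 13 of 15 (86.7%), against 19.9% of all TREs. *GDNF* had 3 TREs in the list without GDNF and none in the GDNF list, *BANK1* 8 and 1, *PPP3CA* 3 and 1, and *MPPED1* 1 and 0. A generally shorter list does not account for it, since 3.65 missing TREs would be expected among TREs of like width and class (permutation p = 1e-04, the smallest that the draws can give). Nor is a stretch of chromosome 4 the whole cause, although the 1 Mb left of *PPP3CA* also lost its 3 TREs and the 1 Mb right of *BANK1* kept 8 of 9, since all 4 TREs at *GDNF* and *MPPED1*, on other chromosomes, were missing too (permutation p = 0.0011 over TREs and 4.00e-04 over genes with as many TREs), though this rests on 2 loci. The explanations that stay open cannot be told apart. A smaller share of TamR cells may stand behind the GDNF list. TREs at genes higher in TamS should then not be lost more often than others (27.3% of 33 missing, 95% Wilson interval 15.1% to 44.2%). Such a make-up could also add TREs at those genes. Of their 42 TREs in the GDNF list, 42.9% were absent from the other list (95% Wilson interval 29.1% to 57.8%). The share was 14.1% for all TREs of the GDNF list, but this does not separate make-up from treatment. Alternatively, GDNF treatment may remove the 13 TREs, although 3 of them are at *GDNF* itself, which the paper states that stimulation with GDNF indirectly activates.

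TREs found in only 1 list were narrow and distal. Their median width was 379 bp in the list without GDNF and 381 bp in the GDNF list, against 795 and 762 bp for shared TREs, and 27.7% and 26.3% lay at start sites, against 68.0% and 67.8%. In all 4 groups (promoter and distal TREs of each list), the widest of 4 groups of width was shared more often than the narrowest, for example 91.1% against 41.4% of distal TREs in the list without GDNF. That restates the pattern, so whether weak regions passed the caller's threshold in 1 list by chance stays open. No biological explanation was tested for it.

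TREs only in the GDNF list lay more often than TREs only in the other list at the genes reported as higher in TamS (18 against 9, odds ratio 3.04, adjusted p = 0.0248, exact test), at luminal genes (22 against 11, odds ratio 3.05, adjusted p = 0.0208, exact test), at ER targets (29 against 20, odds ratio 2.21, adjusted p = 0.0248, exact test) and at a list of genes otherwise named in the paper (17 against 8, odds ratio 3.23, adjusted p = 0.0248, exact test; with 50 kb flanks 1.95, adjusted p = 0.209, exact test), and less often at genes reported as higher in TamR (0 against 13, odds ratio 0.0560 with 0.5 added to each cell, adjusted p = 0.0208, exact test). These lists share genes such as *ESR1*, *GREB1* and *GFRA1*. The 13 TREs are those described above as missing from the GDNF list, most of them at the neighbors *BANK1* and *PPP3CA*. Several TREs can lie at 1 gene, as the 6 at *ESR1* do, whereas the exact tests take each TRE as independent. Their adjusted p-values can therefore be too small. GATA sites were more frequent in distal TREs only in the GDNF list (33.5% against 28.7%, odds ratio 1.25, adjusted p = 5.17e-04, exact test) and SP/KLF sites less frequent in promoter TREs (39.9% against 47.8%, odds ratio 0.725, adjusted p = 0.00206, exact test). TREs only in the GDNF list were also lower in GC (47.2% against 48.7% for distal TREs, 56.8% against 58.9% for promoter TREs). Their promoter TREs were narrower (median 424 against 467 bp). Shuffles and groups of width were run for distal AP-1 sites only. Base composition and width therefore stay open as causes of the GATA, SP/KLF and promoter AP-1 differences. The genes with the most TREs only in the GDNF list were *DSCAM* with 9, *MAPKAP1* with 8, *AGBL1*, *PIP4K2A* and *TRIB3* with 7 each, and *ESR1*, *HIVEP3*, *ITGB5*, *RUNX1* and *SLC7A2* with 6 each. Some also held TREs only in the other list: *DSCAM* and *RUNX1* 4 each, *ESR1* 3, *PIP4K2A* and *SLC7A2* 2 each, and *HIVEP3* and *ITGB5* 1 each. The counts are not adjusted for gene length, and long genes hold more TREs. These genes run from 34725 bp for *TRIB3* to 1216868 bp for *RUNX1*, with *AGBL1* at 969299 bp and *DSCAM* at 836159 bp. *TRIB3*, which encodes a pseudokinase of the stress response, had no TRE in the list without GDNF.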

How the results depend on the processing

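No paired analysis was possible because each list is a single call set from pooled libraries, so no clone can be set against itself. The choice of canonical transcripts only was made after seeing the data. Restricting either list to its higher-scored TREs was not run, since the lists give no score. The number of TREs ran from 24711 to 28038, within 1.5 times. For TREs found in 1 list, a motif or gene list counted as unchanged where it kept its side of the threshold. A recount of how many motifs or lists passed counted as unchanged within 1.5 times. Motifs were unchanged in 31 of 31 comparisons, and gene lists near such TREs in 33 of 34: the genes otherwise named in the paper no longer passed with 50 kb flanks (odds ratio 1.95, adjusted p = 0.209 by Fisher's exact test). The share of TREs in both lists, 80.1% at 1 bp, was 74.6% when 0.5 of both TREs had to overlap and 81.0% within 500 bp. The share at start sites, 60.0% within 1 kb, was 57.4% within 500 bp, 65.7% within 2500 bp, 52.3% with protein-coding genes only and 52.3% with canonical transcripts only. The fibroblast list no longer passed with the GDNF list (33.3% with a promoter TRE, adjusted p = 0.0512 by the exact test), and the neuron list passed with canonical transcripts only (31.2%, adjusted p = 0.0355 by the exact test). Of 84 recounts of TREs at named genes or of named genes with a TRE (21 with 10 kb flanks, 17 to 23 otherwise), 25 moved by over 1.5 times, all of them at single genes. Motif results at promoters depend on the background: against flanking windows, 6 motifs were higher and 6 lower in promoter TREs and 3 were lower in distal TREs, and against dinucleotide shuffles these counts were 10, 2 and 1. Under shuffles the odds ratio changed direction in promoter TREs for the single nuclear receptor site (1.06), forkhead (2.75), NFI (0.465), HOX13 (3.96), AP-1 (1.34), GATA (1.42) and CTCF (0.846), and in distal TREs for the single nuclear receptor site (1.25), HOX13 (2.52), GATA (1.25), GRHL (0.916) and SRF (0.642); promoter TREs were 63.5% GC and their windows 45.3%, and the cause was not tested. What depth limits was not measured, since the number of reads behind each list is not given in the sources used here.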

Differences from the paper's values

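The paper's reported number of TREs is 39753, and the list without GDNF holds 24787. Of the alternatives set before the data were examined, the union of both lists gave 28038, within 1.5 times the paper's number, while merging TREs within 150 bp (24787) or within 500 bp (24711) did not. The list is named for a stringent setting, and the paper's text does not name the setting behind its count.

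The paper describes a transcribed enhancer far downstream of *CCND1* that was tested in luciferase assays (S1C Fig). In both lists, no TRE lies from 200 to 400 kb past the end of *CCND1*. The TREs on either side of that stretch lie 20.6 kb and 425.4 kb past the gene in the list without GDNF, and 20.6 kb and 425.5 kb past it in the GDNF list. Fig 2B shades enhancers inside *GREB1*. The list without GDNF holds the TRE that begins at 11682315 in intron 1 and distal TREs farther upstream in the gene, from 11638252 to 11672213, but none from 11683127 to the end of the gene, and the GDNF list holds 2 there, of 55 and 71 bp, in introns 1 and 2. Fig 5B shades more than 1 enhancer inside *RET*, whereas the list without GDNF, like the GDNF list, holds 1 distal TRE there, in intron 1. At *PGR*, the promoter and the enhancers in Fig 2A, read by eye, match the 3 TREs of the list without GDNF.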

Other observations

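Distal TREs of the list without GDNF carried the sites of some factors of ER+ breast cells more often, and of others less often, than flanking windows of the same width. Estrogen response elements with at most 1 mismatch stood in 4.01% of 9842 distal TREs and 1.51% of windows (odds ratio 2.72, adjusted p = 4.16e-27, two-sided Fisher's exact test). Forkhead sites, bound by FOXA1, stood in 21.9% and 14.2% (odds ratio 1.70, adjusted p = 1.49e-44, exact test), AP-1 sites in 16.6% and 8.83% (odds ratio 2.05, adjusted p = 6.81e-60, exact test) and AP-2 sites in 26.1% and 12.1% (odds ratio 2.57, adjusted p = 3.25e-139, exact test). Each kept its direction and its side of the threshold against dinucleotide shuffles, as did SP/KLF, NRF1, CTCF and CRE sites in distal TREs, but the sizes moved: the odds ratio was 2.08 for estrogen response elements, 3.54 for forkhead, 1.78 for AP-1 and 1.32 for AP-2, 1.52 in place of 2.67 for SP/KLF, 2.25 in place of 7.92 for NRF1, 1.35 in place of 5.03 for CTCF and 4.53 in place of 2.58 for CRE. NFI, ETS and GRHL sites were also more frequent in distal TREs than in windows (odds ratios 2.40, 3.00 and 1.54). Against shuffles these 3 did not pass (odds ratios 1.00, 1.25 and 0.916). Distal TREs were 50.9% GC and their windows 45.3%. The exact tests did not use the pairing of each TRE with its own window. GATA sites were less frequent in distal TREs than in windows (35.4% and 40.6%, odds ratio 0.801, adjusted p = 8.17e-14, exact test), as were single nuclear receptor sites (34.9% and 36.8%, odds ratio 0.917, adjusted p = 0.00454, exact test) and HOX13 sites (18.8% and 29.1%, odds ratio 0.564, adjusted p = 6.54e-64, exact test), and these 3 were more frequent than in dinucleotide shuffles. In promoter TREs, estrogen response elements were no more frequent than in windows (2.09% and 2.32%, odds ratio 0.899, adjusted p = 0.221, exact test), whereas NRF1 (17.0% and 0.345%), ETS (9.14% and 0.535%) and CRE sites (3.72% and 0.359%) were more frequent. Promoter TREs are richer in GC than their windows, and against dinucleotide shuffles the odds ratio was 3.76 in place of 59.3 for NRF1, 3.33 in place of 18.7 for ETS and 9.81 in place of 10.7 for CRE. The paper tests motifs between changed and unchanged TREs, which is a different comparison.

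At the loci of RET signaling, the GDNF list differs from the other list in both directions. *ARTN*, a RET ligand, had 4 TREs in the GDNF list and 1 in the list without GDNF, and only the GDNF list holds a TRE over one of its start sites (chromosome 1, 44401276 to 44401792). *GFRA1* had 5 and 2, with the midpoints of the added TREs in introns, up to 192.0 kb from its canonical start site. *RET* had 4 and 3, and *NRTN* 2 and 3. For TREs found in 1 list only, the RET receptor genes held 5 in the GDNF list and 1 in the other (odds ratio 7.59, adjusted p = 0.106, two-sided Fisher's exact test), which did not pass. Immediate early genes (11 and 7, adjusted p = 0.178, exact test) and genes of ERK feedback (4 and 6, adjusted p = 1, exact test) did not pass either. Nor did RET ligands, RET signaling, basal epithelium, fibroblast, immune, neuron, liver or housekeeping genes. Otherwise named genes of the paper had a promoter TRE in 9 of 15 cases in the list without GDNF (60%, adjusted p = 0.842, exact test). *ESR1* had 12 TREs in the list without GDNF and 15 in the GDNF list, *NFIA* 5 and 4, *HOXC13* 1 and 3, *ESR2* 1 and 1, *PCGEM1* none and 2, and *FOXL1* none in either.

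TREs found only in the list without GDNF were most numerous at *NCAM2*, which encodes a neural cell adhesion molecule, with 11, at *SHROOM3* and *ZMYND8* with 9 each, at *ERBB4*, a receptor of the EGF receptor family, and *GSE1* with 8 each, as at a readthrough gene on chromosome 3 from 71008377 to 71803380, and at *BANK1*, *FTO*, *KIAA1217* and *RAD51B* with 7 each. All but *BANK1* also held TREs found only in the GDNF list, from 1 at *KIAA1217* to 5 at *GSE1*. The counts are not adjusted for length, and the genes run from 147775 bp for *ZMYND8* to 1163124 bp for *ERBB4*.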
